# A genome-wide expression profile analysis reveals active genes and pathways coping with phosphate starvation in soybean

**DOI:** 10.1186/s12864-016-2558-9

**Published:** 2016-03-05

**Authors:** Qing Wang, Jiao Wang, Yuming Yang, Wenkai Du, Dan Zhang, Deyue Yu, Hao Cheng

**Keywords:** Soybean, Root system, Low-P stress, Phosphorus deficiency, Expression profile

## Abstract

**Background:**

Phosphorus is one of the most important macronutrients that is required for plant growth and development. However, stress under low-P conditions has become a limiting factor that affects crop yields and qualities. Plants have developed strategies to cope with this, while few genes associated with low-P tolerance have been identified in soybean.

**Results:**

Genome-wide analyses were performed on the roots and leaves of a low-P-tolerant accession and a low-P-sensitive accession which were identified by hydroponic experiments under different P treatments. Through comparative analyses on the differently expressed genes, we explored 42 common genes that were highly correlated to low-P stress. The functional classification of these genes revealed 24 Gene Ontology (GO) terms of biological process including response to oxidation reduction, hormone stimuli, and biotic and abiotic stimuli. Additionally, three common pathways were identified.

**Conclusions:**

These results could not only promote the work on the molecular regulation mechanism under low-P stress in soybean, but also facilitate the cultivation of high-phosphorus-acquisition and high-phosphorus-utilization soybean varieties.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2558-9) contains supplementary material, which is available to authorized users.

## Background

As an essential constituent of many important compounds that are required for the development and growth of plants, phosphorus (P) actively participates in photosynthesis, respiration, carbohydrate metabolism, energy transduction and other processes [1]. In many agricultural systems, however, the concentration of absorbable phosphorus in soil is insufficient to ensure plant productivity [2].

As one of the most important grain and industrial crops, soybean (*Glycine max* L. Merrill) is a vital source of protein for human and animal food. However, soybean growth and yield are limited by varieties of edaphic factors, especially low phosphorus availability in soils [3]. Under low-P stress, soybean plants become dwarfed, leaf area is reduced, and necrotic spots might appear on lower leaves [4]. Also, flowering time is increased and the number of pods could decrease during the fruiting period [5]. Due to these P-mediated phenotypic effects on soybeans, phosphate fertilizers are used to overcome undesirable potential yield outcomes. Large quantities of phosphate fertilizer may cause environmental pollution as it is easily immobilized in the soil to form chelates or precipitates [6]. In order to alleviate the effects of phosphorus deficiency on soybean growth, it is particularly important for us to search for P-efficient soybean materials and investigate high-phosphorus-efficient genes.

Recently, four major groups of genes induced by low-P stress were reported [7]. One group was involved in sensing low-P signals, including local phosphate sensing that was proposed to occur in the primary root in *Arabidopsis thaliana* [8], and long-distance phosphate signaling which depends on the activity of transcription factors, such as *PHR1*, *PHL1* [9]. Members of another group mediated phosphate distribution by involving an internal regulation of phosphorus homeostasis, including SPX family and PHO1 that contains SPX domain in *Arabidopsis* [10]. The remaining two groups of genes mainly focus on the acquisition and transportation of phosphate. For example, *GmACP1* encodes an acid phosphatase, the overexpression of which in roots could increase the absorption of phosphate in the nutrient solution [11]. The PHT1 family consisting of 15 *PHT1* genes in soybean encoded phosphate transporters was demonstrated to be involved in not only directing phosphate uptake in roots, but also transporting phosphorus as phosphate [12, 13]. Generally, the acquisition and transportation of phosphate greatly depends on the root system as root morphology changes under P-deficient conditions to sustain plant growth. This includes an increase in number and length of lateral roots in maize (*Zea mays* L.) [14], longer and greater number of root hairs in low-P tolerant accessions of barley (*Hordeum vulgare* L*.*) and *Arabidopsis* [15, 16], and relatively longer primary roots in rice (*Oryza sativa* L.) when a low-phosphorus-related transcription factor *OsMYB2P-1* is over expressed [17]. Meanwhile, QTL (quantitative trait loci) mapping associated with soybean phosphorus efficiency have made processes. QTLs related to seed phosphorus content [18], phosphorus efficiency relevant root traits [19], and soybean tolerance to low phosphorus stress based on flower and pod abscission rate [20] have been identified. Furthermore, screening of soybean P-efficient materials identified P-efficient genotypes, such as HP119, HP134, Huaxai 1, Huaxia 2 etc. [21, 22].

As an abiotic stress, low-P conditions may induce a series of complex responses. It was demonstrated that phytohormone signaling pathways responded strongly to phosphate deprivation [23, 24]. The expression of a large set of genes associated with plant hormone signaling either induced or repressed root growth in *Arabidopsis* and *Zea mays* when suffering low-P conditions [23, 24]. In addition, changes of the secondary metabolites to low-P stress were shown with an accumulation of anthocyanin under long-term phosphorus deficiency [23]. Similar results were observed in *Zea mays* with genes related to the phenylpropanoid pathway identified as up-regulated or down-regulated under P starvation [24].

A large set of genes and signaling pathways that were associated with low-P stress had been uncovered using the technique of gene expression profiles and transcriptome analyses in *Arabidopsis*, rice, and *Zea mays* [23–27]. Recently, Zeng et al. identified phosphate-deficiency-responsive genes in soybean (*Glycine max* var. Williams 82) roots by high-throughput sequencing [28]. Selection of representative materials and consideration of different tissues will further reveal genes and pathways associated with low-P stress. Here, we selected a low-P-tolerant accession Chundou (CD) and a low-P-sensitive accession Yunhefengwodou (YH) from 219 soybean accessions through hydroponic experiments. Then microarray chips were performed on the roots and leaves of these two accessions. By analyzing the gene expression data, we identified 42 candidate genes and three common pathways that were induced by low-P stress. Our study provides candidate loci for functional identification of high-phosphorus-efficient genes which may be of great significance for cultivating P-efficient soybean accessions.

## Results

### Identification of low-P-tolerant accession CD and low-P-sensitive accession YH

With hydroponic experiments lasting for 10 days under different P treated conditions of 219 soybean accessions [29], we found that the soybean accession CD and YH showed similar root morphology under + P treated condition (Hoagland with 1.0 mmol/L P), while showing obvious morphology differences under -P treated condition (Hoagland with 0.01 mmol/L P). We then identified accession CD as a low-P-tolerant accession, and accession YH as a low-P-sensitive accession.

Then, we carried out a gradient experiment using full, half and quarter Hoagland’s solution and found that the + P and -P treated soybean plants showed most obvious morphology difference when grown in half Hoagland. Hence half Hoagland with 0.5 mmol/L P and 0.005 mmol/L P were considered as normal and low P treated conditions, respectively. The phenotypic traits of CD and YH are shown in Additional file 1: Figure S1. Primary root length was longer in CD than that in YH. The number of root hairs and lateral roots of CD were much more than those in YH. 

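Seedlings of the low-P-tolerant accession CD and the low-P-sensitive accession YH were grown in hydroponics for 10 days with normal P (0.5 mmol/L) or low P (0.005 mmol/L). Roots and leaves of each accession and P level gave 8 groups of 3 biological replicates, 1 array each. The 24 arrays were Affymetrix Soybean Gene 1.1 ST arrays, which read transcripts with short DNA probes combined into probe sets. The deposited values are linear intensities of 75990 probe sets with 0 missing values. The paper states that the authors subtracted background, combined probes and normalized between arrays with RMA, whereas the submitters' notes name MAS5. RNA came from an extraction kit according to the paper and from Trizol according to the notes. The median intensity lay between 7.12 and 7.51 on every array, so the deposited values were already on a common scale. They were used on the log2 scale, with no probe set left out. One limma model with a mean for each of the 8 groups was fitted to the 24 arrays, and p values were adjusted by the Benjamini-Hochberg method over all probe sets. A probe set was called at an adjusted p under 0.05 and a fold change of at least 2, and log2 fold changes are given with their standard error (SE). Of the probe sets, 32405 carried 1 gene symbol, 1586 carried several and 41999 carried none, and those without a single symbol are given by probe set ID. The number of arrays, 3 per group, limits the precision of every value.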

Microarray experiments were performed on the roots and leaves of CD and YH.

### Significantly differentially expressed genes in different P treated conditions

Under low P condition, 257 and 11 up-regulated differently expressed genes (DEGs) were found in the roots and leaves of low-P-tolerant accession CD respectively; while no up-regulated DEGs were found in the roots and leaves of low-P-sensitive accession YH compared with low-P treatment. 

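In the roots of CD, 247 probe sets were higher in low P, by 2.00-fold to 33.8-fold. LOC100775275 had a log2 intensity of 6.00 ± 1.20 (SD, n = 3) in low P and 1.01 ± 0.173 (SD, n = 3) in normal P. Its log2 fold change was 4.99 (SE 0.344, adjusted p = 3.73e-08 from limma). That normal P value lay under the lower quartile of every array (1.54 to 1.67) and was not tested against background, so the size of the fold is uncertain, as for other genes this low. LOC100818176 rose by 3.79 (SE 0.185, adjusted p = 4.07e-10) and LOC100792215 by 3.97 (SE 0.238, adjusted p = 5.22e-09). The probe set with the largest rise, 12067593, has no gene symbol and rose by 5.08 (SE 0.977, adjusted p = 0.0135). It lost its call without replicate 2 or 3 in normal P (adjusted p = 0.122 and 0.129) or replicate 1 or 2 in low P (adjusted p = 0.0844 and 0.0550). The count for CD roots fell to 140 without replicate 3 in normal P and also to 140 without replicate 1 in low P. It was 60 in a separate fit of the 6 arrays and 163 at an adjusted p under 0.01.
In the leaves of CD, limma called 3 probe sets higher, while SAM called 11. LOC100306340 rose by 2.40 (SE 0.234, adjusted p = 1.34e-04) and LOC100306161 by 2.14 (SE 0.239, adjusted p = 6.83e-04). LOC100526906 rose by 2.26 (SE 0.345, adjusted p = 0.0392), and leaving out any 1 of the 6 CD leaf arrays ended its call (adjusted p between 0.0665 and 0.206). The CD leaf count was 8 without replicate 2 in normal P, 8 without the dimmest 33.3% of probe sets, 5 with quantile normalization and 1 in a separate fit of the 6 arrays. It was 5 with replicates 2 and 3 alone, chosen after the data were seen. In the roots of YH limma called 0 probe sets higher, while 1173 in either direction had an unadjusted p under 0.05 and SAM called 0 higher. Without replicate 1 of YH roots in low P, 1 was called.
In the leaves of YH limma called 16 probe sets higher, while SAM and a separate fit of the 6 arrays each called 0 (5860 in either direction had an unadjusted p under 0.05 from limma). LOC100500575 rose by 2.19 (SE 0.243, adjusted p = 1.71e-04) and LOC100809047 by 2.02 (SE 0.295, adjusted p = 0.00498). The count of 16 was 4 at an adjusted p under 0.01 and 25 without the dimmest probe sets, it was 80 with replicates 2 and 3 alone (chosen after the data were seen), and it depended on single arrays. In normal P it was 196 without replicate 1, 7 without replicate 2 and 29 without replicate 3. In low P it was 8 without replicate 2 and 95 without replicate 3. For every gene named here as higher, all 3 low P arrays lay above all 3 normal P arrays. Groups that do not overlap, in either direction, arise by chance in 10% of genes, and these genes were named because they were called.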

For down-regulated DEGs, only 41 DEGs could be found in the roots of CD, 3 DEGs in the roots, and 7 DEGs in the leaves of YH (Table 1).

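In the roots of CD 72 probe sets were lower in low P. LOC100803722 had a log2 intensity of 3.64 ± 0.392 (SD, n = 3) in low P and 6.79 ± 0.684 (SD, n = 3) in normal P, a log2 fold change of -3.16 (SE 0.320, adjusted p = 9.88e-06 from limma). LOC100805463 fell by 2.75 (SE 0.326, adjusted p = 8.47e-05). ALMT16, of the family of aluminium-activated malate transporters, fell by 2.76 (SE 0.389, adjusted p = 6.52e-04). A second member, ALMT34, fell by 2.30 (SE 0.353, adjusted p = 0.00151). These 2 ALMT genes compare with 0.0309 expected among the probe sets lower in CD roots (Fisher's exact test, adjusted p = 0.00675). The ALMT list as a whole did not pass camera in CD roots (adjusted p = 0.745). In YH roots the list passed camera as lower (median -0.0772, adjusted p = 0.0361; adjusted p = 0.219 with an estimated correlation). It did not pass there without replicate 1 or 3 in normal P (0.407 and 0.0620) or replicate 2 or 3 in low P (0.0829 and 0.185). The count of 72 fell to 35 without replicate 3 in normal P, 19 in a separate fit and 46 at an adjusted p under 0.01.
In the leaves of CD limma called 0 probe sets lower, SAM also called 0, and 1954 in either direction had an unadjusted p under 0.05. It called 1 without replicate 2 in normal P and 7 without replicate 1 in low P, and 13 with replicates 2 and 3 alone. The only probe set that limma called lower in YH roots, where SAM called 3 and a separate fit 0, was 12192195, at -1.72 (SE 0.238, adjusted p = 0.0363). Its adjusted p was 0.0596 with the replicates as blocks. It lost its call without replicate 1 or 2 in normal P (adjusted p = 0.132 and 0.252) and without replicate 1, 2 or 3 in low P (adjusted p = 0.104, 0.0962 and 0.0846). The YH root count was 4 without replicate 1 in low P and 0 without each of the other 4 of these arrays.
In YH leaves limma called 65 probe sets lower, SAM called 7 and a separate fit 1. The probe set 12182632, which has no symbol, fell by 4.69 (SE 0.328, adjusted p = 1.82e-07), and 12157982 fell by 3.75 (SE 0.270, adjusted p = 2.13e-07). The count was 20 at an adjusted p under 0.01 and 105 without the dimmest probe sets. With replicates 2 and 3 alone, chosen after the data were seen, it was 520. Leaving out replicate 1, 2 or 3 in normal P gave 322, 28 and 117. Leaving out replicate 1 or 2 in low P gave 231 and 25.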

**Table 1:** The number of DEGs in different P treated conditions

Materials	Tissues	Number of up-regulated genes	Number of down-regulated genes	Up-regulated fold change	Down-regulated fold change
CD	Roots	257	41	2.00–33.78	0.11–0.49
	Leaves	11	0	2.32–5.29	--
YH	Roots	0	3	--	0.30–0.44
	Leaves	0	7	--	0.038–0.34

Generally, the number of DEGs in CD was more than that in YH, not only in the roots but also in the leaves (Table 1), which suggested that CD could regulate a series of genes to cope with the low-P stress. 

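The response to low P was compared between the accessions by the interaction term of the limma model. A response is the log2 fold change with its sign, so a higher response in CD can also be a fall in YH. In roots this term called 120 probe sets, 111 with the higher response in CD and 9 with the higher response in YH, or 54 in a separate fit of the 12 root arrays. CHS2 encodes a chalcone synthase, the enzyme of the first step of flavonoid synthesis. Its response was higher in CD by 2.16 on the log2 scale (SE 0.362, adjusted p = 0.00962). GA2OX2, a gibberellin 2-oxidase that inactivates gibberellins, differed by 2.12 (SE 0.313, adjusted p = 0.00281). In leaves this term called 18, of which 16 had the higher response in CD, or 5 in a separate fit and 103 with replicates 2 and 3 alone, an alternative chosen after the data were seen. Of the 18, 8 were called lower in low P in YH leaves. BHLH300, a basic helix-loop-helix factor, differed in leaves by 4.76 (SE 0.330, adjusted p = 3.29e-07). Its log2 fold change was 0.048 in CD leaves and -4.71 in YH leaves, so this difference was a fall in YH. In leaves it was lower in CD than in YH by a log2 fold change of -5.16 in normal P and -0.41 in low P. Its signal in CD leaves was therefore already low in normal P, and a fall there could hardly have been seen. The interaction does not show that CD leaves lacked this response.
Single arrays moved both counts. The root count was 79 and 71 without CD replicate 2 or 3 in normal P and 75 without YH replicate 2 in low P. In leaves, leaving out a CD array gave 11 and 10 (replicates 2 and 3 in normal P) and 9 and 8 (replicates 1 and 2 in low P). Leaving out a YH leaf array gave 51 and 30 (replicates 1 and 3 in normal P) and 54 and 9 (replicates 1 and 3 in low P).

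**Figure D1:**
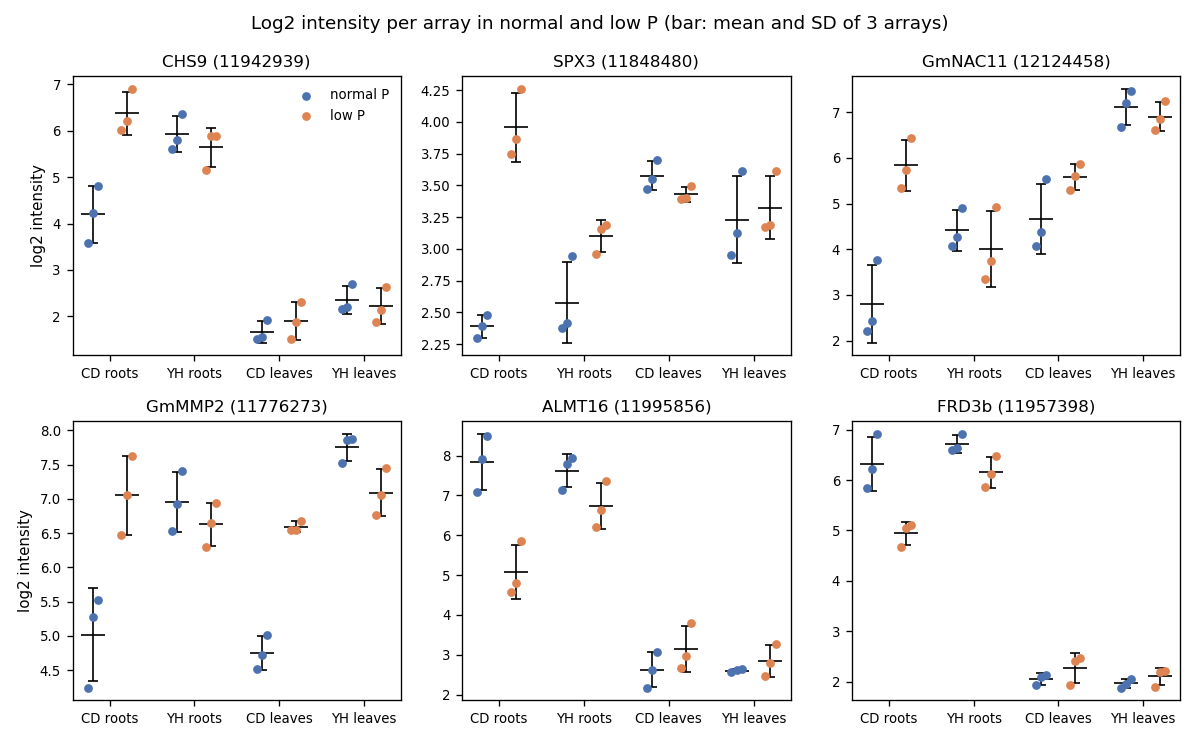
Log2 intensity (y axis) of 6 genes in roots and leaves of CD and YH (x axis), in normal P (blue) and low P (orange). Each dot is 1 array and each black bar is the mean ± SD of 3 arrays. In CD roots CHS9 lies at 6.37 ± 0.470 in low P and 4.20 ± 0.612 in normal P.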

We found only one common DEG, *Glyma20g33710.2,* in both the roots of CD and YH, with the fold change 0.44 and 0.32 down-regulated in low-P-tolerant accession CD and low-P-sensitive accession YH, respectively.

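The probe set that the paper's tables pair with this gene, named LOC100527435 in the annotation, was lower in low P in the roots of CD. Its log2 intensity there was 2.79 ± 0.358 (SD, n = 3) in low P and 4.42 ± 0.440 (SD, n = 3) in normal P. The log2 fold change was -1.63 (SE 0.220, adjusted p = 4.15e-04 from limma), a fold change of 0.323. In the roots of YH it was 4.06 ± 0.0830 (SD, n = 3) in low P and 5.23 ± 0.236 (SD, n = 3) in normal P. That log2 fold change, -1.17 (SE 0.220), was a fold change of 0.445 and did not pass the test (adjusted p = 0.362). The 2 responses did not differ in the interaction test (-0.46, SE 0.311, adjusted p = 1.00). No probe set was called in the roots of both accessions.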

The number of DEGs in the roots was more than that in the leaves. 

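Within CD, the interaction term of roots against leaves called 92 probe sets, 76 with the higher response to low P in roots, or 50 in a separate fit of the 12 arrays. Within YH it called 6, of which 5 had the higher signed log2 fold change in roots, or 1 in a separate fit and 27 with replicates 2 and 3 alone. Among these 5, BHLH300 and BHLH320 fell in YH leaves (-4.71 and -3.53) and changed little in YH roots (-0.19 and -0.14). Their sign therefore does not show a stronger response of YH roots. The probe set 11827191, without a symbol, rose by 4.76 (SE 0.291, adjusted p = 5.22e-09 from limma) in CD roots. Of the probe sets called in CD roots, 88 were also called in the interaction within CD. Across all probe sets the responses of roots and leaves were almost unrelated in CD (Pearson's r 0.046, Spearman's rho 0.026) and in YH (0.051 and 0.019). These correlations are across genes, which are not independent replicates.
The CD count was 143, 57 and 50 without root replicate 1, 2 or 3 in normal P. It was 59 without leaf replicate 1 in normal P, and 58 and 55 without leaf replicate 2 or 3 in low P. The YH count was 3 without root replicate 1 in normal P or root replicate 2 in low P, and 34 and 16 without leaf replicate 1 or 3 in normal P.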

Interestingly, one common DEG, *Glyma01g04350.1* named as *GmMMP2*, which encodes a matrix metalloproteinase, was found both in the roots and leaves of CD. The fold change is 4.10 and 3.59, respectively. 

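MMP2 was at a log2 intensity of 7.05 ± 0.573 (SD, n = 3) in low P roots of CD and 5.02 ± 0.680 (SD, n = 3) in normal P roots. It rose by 2.04 (SE 0.306, adjusted p = 0.00123 from limma). In CD leaves it was 6.59 ± 0.0804 (SD, n = 3) in low P and 4.75 ± 0.248 (SD, n = 3) in normal P. This difference of 1.85 (SE 0.306) fell short of the threshold (adjusted p = 0.0623), although all 3 low P arrays were higher, and was called by SAM and with the dimmest 33.3% of probe sets left out (adjusted p = 0.0458). In YH the log2 fold change was -0.32 in roots (adjusted p = 1.00) and -0.66 in leaves (adjusted p = 0.620). The response in roots was higher in CD than in YH by 2.36 (SE 0.433, adjusted p = 0.0208) and that in leaves by 2.51 (SE 0.433, adjusted p = 0.0458). The root interaction was lost without CD replicate 3 in normal P (adjusted p = 0.0613) or replicate 1 in low P (0.0801). It was also lost without YH replicate 1 or 2 in normal P (0.0642 and 0.0797) or replicate 2 or 3 in low P (0.0647 and 0.0730). The leaf interaction was kept only without YH leaf replicate 1 of either P level, and adjusted p lay between 0.0583 and 0.181 without any other of the 12 leaf arrays. With quantile normalization it was 0.0553. A second MMP2 probe set, 11765878, was not called in CD leaves (0.41).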

Previous studies demonstrated that it was associated with pathogenic infections in soybean [30].

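Over both accessions and tissues 403 probe sets were called between low P and normal P. Of the calls, 322 were in CD and 82 in YH, and 320 were in roots and 84 in leaves. LOC100787534 in CD roots (log2 fold change 3.90, SE 0.290, adjusted p = 1.11e-07 from limma) and the probe set 11950930 in YH leaves (-4.24, SE 0.398, adjusted p = 1.87e-05) were among those with the largest changes. A single probe set was called in both accessions, in CD roots and in YH leaves, and it is also the only one called in both tissues. None was called in the same tissue of both accessions or in both tissues of CD. The total was 254 without CD root replicate 3 in normal P, 265 without CD root replicate 1 in low P and 839 without YH leaf replicate 1 in normal P. It was 81 with a separate fit per comparison and 915 with replicates 2 and 3 alone, chosen after the data were seen.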

A total of 317 non-redundant DEGs were found between treated and control conditions in the roots and leaves of both soybean accessions used in this experiment. The hierarchical clustering analysis classified the tolerant and sensitive soybean accessions into two clusters; samples cluster and genes cluster. 

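Across all probe sets, arrays of the same group correlated with r between 0.935 and 0.989 (median 0.973 over 24 pairs). Arrays of different groups correlated with a median of 0.832 and a highest r of 0.989. For 9 of the 24 arrays the most similar array belonged to the same group. Clustering separated roots from leaves at the top split, and at 4 clusters 3 held a single accession and tissue. None of the 8 groups, 0 in number, formed a cluster of its own. The first principal component held 63.9% of the variance and the second 13.9%.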

The compactness of the clusters of the three replicates confirmed the high reliability of our experimental design (Fig. 1).

**Fig. 1:**
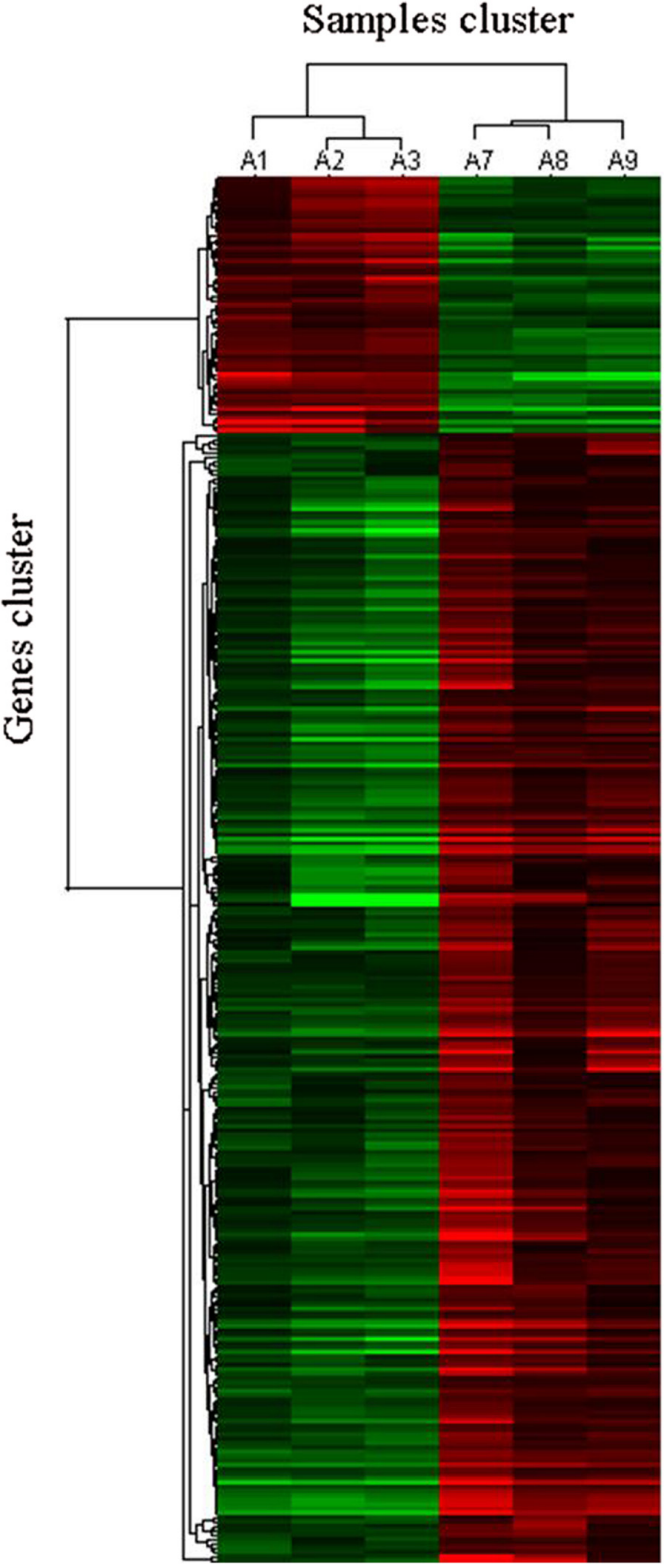
Hierarchical clustering of 319 differentially expressed genes in different P-treated conditions. A1, A2 and A3, three biological replicates of control groups (0.5 mmol/L P); A7, A8 and A9, three biological replicates of treatment groups (0.005 mmol/L P). Red and green indicate high and low expression levels, respectively

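With all 75990 probe sets, the 6 CD root arrays did not separate by P level, and 5 of the 6 were nearest to an array of their own group. With the 298 CD root probe sets of the paper's Table S2, the same arrays separated by P level and 6 of 6 were nearest to their own group. These probe sets were chosen on the same arrays, so this separation is not independent evidence. LOC100813442, with a log2 fold change of 3.77 (SE 0.299, adjusted p = 2.91e-07 from limma), was among the genes that rose most in these roots.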

To evaluate the potential functions of the DEGs between low-P stress and normal conditions in both soybean accessions, Gene Ontology (GO) categories were applied for low-phosphorus-induced genes. The three GO terms were categorized as biological processes, molecular functions, and cellular components. We found that DEGs were significantly associated with response to wounding, response to jasmonic acid stimulus, oxidoreductase activity, and cell wall, whether they were up-regulated genes or down-regulated genes. Furthermore, we identified pathways that were associated with low-P induced genes with the use of KEGG (Kyoto Encyclopedia of Genes and Genomes). 

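Groups of genes were tested with camera, which compares the genes of a list with all others. The lists were made from gene symbols after the annotation was seen and before any comparison was computed. In CD roots 12 of 31 lists passed, 11 higher and 1 lower in low P, and 3 of them held with an estimated correlation: iron and metal transport, pathogenesis-related proteins and SPX proteins. In CD leaves 0 lists passed camera, and 0 passed fry.
Of 10 genes of jasmonate synthesis, 0 were called by limma in CD roots and 1 when adjusted over the list alone, but the list was higher (median log2 fold change 0.186, adjusted p = 0.00244; adjusted p = 0.131 with an estimated correlation). VLXC, a vegetative lipoxygenase, had a log2 fold change of 1.24 (SE 0.330, adjusted p = 0.1398). The list did not pass without replicate 1 in low P (adjusted p = 0.0595). Of 11 wound-induced inhibitors and storage proteins, BBI-1, a Bowman-Birk protease inhibitor, rose by 1.22 (SE 0.218, adjusted p = 0.00674), a call lost without replicate 3 in normal P (adjusted p = 0.0768). The list had a median of 0.221 (adjusted p = 0.0311; adjusted p = 0.270 with an estimated correlation). It did not pass without replicate 3 in normal P (0.169), replicate 1 in low P (0.0790) or replicate 3 in low P (0.0712), or with the dimmest 33.3% of probe sets left out (0.588).
The 12 pathogenesis-related proteins had a median of 0.0916 and a mean of 0.376 (adjusted p = 7.80e-06; adjusted p = 0.0339 with an estimated correlation), with MMP2 as the only member called. MMP2 is a matrix metalloproteinase that the paper had already named from these same arrays, so this member is not independent evidence. The list was not tested without it. The 32 glutathione S-transferases, enzymes of detoxification, had a median of 0.132 (adjusted p = 2.43e-06; adjusted p = 0.0867 with an estimated correlation), with 0 called by limma and 1 when adjusted over the list alone. GSTU43 passed the adjusted p (0.0382) but not the fold threshold, at a log2 fold change of 0.67.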

Overall, 45 pathways with *P* values less than 0.05 were motivated under low-P stress (Additional file 2: Table S1), and most pathways were related to metabolic process. Notably, the most significant 3 pathways that were enriched included phenylpropanoid biosynthesis, methane metabolism and phenylalanine metabolism, all related to the metabolism of secondary metabolites.

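The 14 phenylpropanoid enzymes, which make the precursors of lignin and flavonoids, did not move as a list in CD roots (median log2 fold change -0.0634, adjusted p = 0.284 from camera). The paper instead tested for an excess of pathway members among its called genes. Its pathway also holds peroxidases, which are a separate list here. The camera result therefore does not test the paper's enrichment. CYP98A2 had a log2 fold change of -0.82 (SE 0.245, adjusted p = 0.282 from limma), PAL2.1 of -0.55 (adjusted p = 0.649) and PAL3.1 of 0.57. In YH roots the list passed camera as lower (median -0.165, 2 higher and 12 lower, adjusted p = 0.0158; adjusted p = 0.585 with an estimated correlation), with 0 members called by limma. It did not pass there without replicate 1 or 2 in normal P (0.204 and 0.360) or replicate 2 or 3 in low P (0.0829 and 0.185). The 46 flavonoid and isoflavonoid enzymes, which lie downstream, were higher (median 0.168, 33 higher and 13 lower). That list passed camera (adjusted p = 1.58e-09; adjusted p = 0.0867 with an estimated correlation). Limma called 5 of them higher and 0 lower, or 7 higher when adjusted over the list alone. CHS9 rose by 2.17 (SE 0.314, adjusted p = 8.34e-04), CHS10 by 2.09 (SE 0.289, adjusted p = 5.53e-04) and CHS4A by 2.08 (SE 0.321, adjusted p = 0.00151). The 5 flavonoid genes among the probe sets higher in CD roots compare with 0.247 expected by chance (Fisher's exact test, adjusted p = 1.50e-04).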

### Significantly differentially expressed genes between different soybean accessions

Accessions CD and YH showed strong differences in the ability to suffer low-P stress (Additional file 1: Figure S1). There were much more DEGs in CD (309) than in YH (10) (Table 1, Additional file 3: Table S2). To further reveal the DEGs related with low-P condition between CD and YH, we compared the DEGs between soybean accessions CD and YH (Table 2).

**Table 2:** The number of DEGs in CD/YH and roots/leaves

Expression pattern		CD/YH		Roots/leaves	
		Roots	Leaves	CD	YH
Normal P ↑		1325	3835	5945	7631
Low P ↑^a^	Normal P ↑ ^b^	941	2636	5137	6149
	Normal P → ^c^	826 (93) ^e^	975 (40)	1232 (97)	1207 (63)
	Normal P ↓ ^d^	10	1	1	0
	Total	1777	3612	6370	7356
Normal P ↓		1091	1771	5173	4799
Low P ↓	Normal P ↓	610	1040	4696	4156
	Normal P →	324 (14)	526 (38)	893 (19)	1075 (73)
	Normal P ↑	0	0	0	0
	Total	934	1566	5589	5231

^a^ Significantly up-regulated expression pattern under low-P stress;

^b^ Significantly up-regulated expression pattern under normal P condition;

^c^ The expression patterns were not significantly changed under normal P condition;

^d^ Significantly down-regulated expression pattern under normal P condition;

^e^ The number in parentheses indicates the number of genes identified by our criteria (Additional file 4: Figure S2)

DEGs induced by low-P conditions were classified as three categories according to their expression patterns in normal conditions. 

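In low P roots 1701 probe sets were higher in CD than in YH. Of these, 907 were also higher in normal P, 10 were lower in normal P and 784 were not called in normal P. Of the 784, 96 were higher by more than 4-fold in low P. LOC100778963 was higher in CD by 4.53 on the log2 scale in low P (SE 0.493, adjusted p = 2.83e-06 from limma), against 1.28 in normal P (adjusted p = 0.164; 0.321 to 1.83 with 1 array left out). Of 875 probe sets lower in CD in low P roots, 588 were also lower in normal P, 0 were higher and 287 were not called. LOC100527581 was lower in CD by a log2 fold change of -3.46 (SE 0.413, adjusted p = 9.62e-06), against -0.61 in normal P (adjusted p = 0.550).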

For 1777 up-regulated genes in roots between CD and YH in low-P stress (Additional file 4: Figure S2), the three categories were as follows: 1) 941 genes were up-regulated in CD/YH in normal conditions, which is consistent with the expression pattern in low-P stress; 2) 10 genes were down-regulated in normal conditions, which showed the opposite expression patterns between normal and low-P conditions; and 3) 826 genes showed no expression difference in normal condition, with the expression difference less than two fold between CD and YH. By the criterion that genes with two fold expression change between experimental group and control group were identified as DEGs, the expression level in CD was more than two fold higher than that in YH for the 1777 up-regulated genes (Additional file 4: Figure S2). Among the 1777 up-regulated genes, there were 826 genes with no expression difference in normal conditions, the expression difference of which between CD and YH was less than two fold. To make the expression difference of CD/YH between low-P stress and normal conditions higher than two fold, we chose those genes with larger than 4-fold expression difference between CD and YH under low-P conditions as candidates. By this criterion, 93 genes with larger than 4-fold expression difference between CD and YH under low-P condition from the 826 genes were chosen as candidates. Hence, we got 40, 14, and 38 DEGs from 975, 324, and 526 DEGs, respectively (Table 2). 

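In low P leaves 3617 probe sets were higher in CD, of which 821 were not called in normal P and 18 of these were higher by more than 4-fold. A further 3 were lower in normal P. Of 1638 probe sets lower in CD, 440 were not called in normal P, 15 of them lower by more than 4-fold. In roots 13 were lower by more than 4-fold. LOC100775334 was lower in CD leaves in low P by a log2 fold change of -3.33 (SE 0.479, adjusted p = 4.40e-05 from limma), and its difference in normal P was not called (-1.36, adjusted p = 0.0545), although it exceeded 2-fold.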

Combined with the genes with opposite expression patterns, they were considered as marked DEGs between CD and YH. Therefore, 196 marked DEGs were obtained. Among these genes, one gene was up-regulated more than 4 fold between CD/YH under low-P conditions in both roots and leaves. Thus, there were 195 non-redundant marked DEGs detected in total. Among these marked DEGs, the majority (143 genes, 73.33 %) were up-regulated in CD/YH under low-P stress. Additionally, there were 117 and 79 genes expressed differently between CD and YH in roots and leaves, respectively. This result suggested more genes were activated in roots than in leaves under low-P stress during seedling stage.

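Of 155 probe sets marked between CD and YH (over 4-fold in low P and not called in normal P, or opposite calls), 127 (81.9%) were higher in CD in low P and 28 were lower. LOC100803722 was among the lower, at a log2 fold change of -3.38 in low P roots (SE 0.320, adjusted p = 3.97e-07 from limma) and -0.19 in normal P roots (adjusted p = 0.860). The probe set 12067593 was the highest in CD, at 6.24 in low P (SE 0.977, adjusted p = 2.42e-04) and -0.38 in normal P (adjusted p = 0.915). Its normal P difference lay between -1.75 and 1.04 with 1 array left out, so its sign and size rest on single arrays. Opposite directions in the 2 P levels were found for 13 probe sets. With a separate fit per comparison 246 were marked.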

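Of the marked probe sets, 119 were marked in roots, 36 in leaves and 0 in both, and 10 of the 13 with opposite directions were in roots. In simulated data with no response to low P, a mean of 43.9 probe sets (highest 64 over 30 simulations) met the rule for marking. The simulated noise was independent between arrays and of equal size in all groups. The real arrays had shared deviations of replicate 1 and a wider spread in YH leaves, so the number marked by chance may be higher. LOC100775275 and 11827191 were among those marked in roots.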

We performed the enrichment of GO and KEGG analysis for these 195 marked DEGs. GO analysis showed that these genes were mainly involved in secondary metabolic processes, for example flavonoid biosynthesis. They were also involved in response to hormone stimuli (jasmonic acid, auxin, ethylene, and salicylic acid), and defense and abiotic stimuli (oxidative stress, salt stress response, and hypersensitive response). In addition, they were involved in electron carrier activity and peroxidase. 

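Among the marked probe sets with a single gene symbol were 2 of the flavonoid and isoflavonoid enzymes, against 0.143 expected by chance. This did not pass Fisher's exact test over the lists (adjusted p = 0.282). Of the genes of ethylene synthesis and response 1 was marked (adjusted p = 0.523). None of the lists, 0 in number, passed for the marked probe sets. In the interaction of CD against YH in roots, the flavonoid list was higher in CD by camera (adjusted p = 2.67e-07; adjusted p = 0.163 with an estimated correlation), with 4 members called and 6 when adjusted over the list alone.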

KEGG analysis revealed the pathways enriched were mostly associated with the metabolism of secondary metabolites, including phenylpropanoid biosynthesis, methane metabolism, phenylalanine metabolism, flavonoid biosynthesis and so on (Additional file 2: Table S1).

The 317 DEGs in different P-treated conditions were considered as genes in response to low-P stress. The 195 marked DEGs in different soybean accessions were not only induced by low-P stress but also by materials-variation dependent upon the response to low-P conditions. Thus we compared 317 DEGs and 195 marked genes, finding 85 overlapping genes that were considered as active genes induced by low-P stress. 

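Of the 403 probe sets called between P levels and the 155 marked between accessions, 90 were shared. Independent lists of these sizes would share 0.822. Part of the excess may come from arrays that both lists share, since low P roots of CD enter both. Of the 90, 88 were called in CD roots and 84 were higher in low P and in CD. LOC100775275, for example, was higher in CD than in YH by 4.83 in low P roots, and 11827191 by 4.69. The overlap was 53 without CD root replicate 1 in low P and 30 with a separate fit per comparison.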

Further study revealed most of the common genes focused on roots, which was consistent with a greater number of DEGs in roots than leaves in different P conditions.

Interestingly, the 10 genes that showed opposite expression patterns in roots all belonged to the overlapping genes (Additional file 5: Table S3). 

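The 10 probe sets of the paper's Table S3 all had a lower mean in CD than in YH in normal P roots and a higher mean in low P roots. The table was selected on these same arrays for opposite patterns, so neither this direction nor the interactions of its genes are independent evidence. GmNAC11 (12124458), of the NAC family of stress regulators, was lower in CD in normal P by a log2 fold change of -1.61 (adjusted p = 0.0309 from limma) and higher in low P by 1.83 (adjusted p = 0.0117). It rose in CD roots by 3.03 (SE 0.440, adjusted p = 8.89e-04) and not in YH roots (-0.41, adjusted p = 1.00), and the interaction was 3.44 (SE 0.622, adjusted p = 0.0179). That interaction was lost without CD replicate 2 or 3 in normal P (0.0756 and 0.0848), CD replicate 1 in low P (0.0766), YH replicate 1 in normal P (0.0846) or YH replicate 2 or 3 in low P (0.0823 and 0.0598). The probe set 12212657, without a symbol, changed from -2.68 in normal P to 2.44 in low P, with an interaction of 5.12 (SE 0.531, adjusted p = 3.60e-05).
The basic 7S globulin-like gene 12052020 (LOC100807221) had an interaction of 4.16 (SE 0.673, adjusted p = 0.00650) and 12165516 (LOC100802020) one of 3.38 (SE 0.468, adjusted p = 0.00145). For the lipoxygenase-like gene 11930922 (LOC100815477) it was 2.31 (SE 0.337, adjusted p = 0.00245), and for the polygalacturonase inhibitor-like gene 12193748 (LOC100799184) 2.18 (SE 0.330, adjusted p = 0.00365). The ethylene-responsive factor 15-like gene 11816743 (LOC100779524) was lower in CD in normal P by -1.10 without passing the test (adjusted p = 0.195). Its interaction of 3.10 (SE 0.637) also fell short (adjusted p = 0.0543). GmNAC11 lost its call between accessions in normal P without CD replicate 2 or 3 (adjusted p = 0.136 and 0.147) or YH replicate 1 or 2 (0.139 and 0.0719). In low P it lost it without CD replicate 1 (0.0855) or YH replicate 2 or 3 (0.0869 and 0.0561).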

Despite two genes (ProbeSetID:11829195 and 12212657) that could not find corresponding symbol and one gene (ProbeSetID:11858123) that could not find functional annotation, seven genes (*GmNAC11* [*Glyma16g04740.1*], *Glyma03g31940.1*, *Glyma08g20220.1*, *Glyma13g27820.1*, *Glyma13g31580.1*, *Glyma18g53170.1* and *Glyma19g32700.1)* with functional annotations were shown to be associated with biotic and abiotic stresses.

Likewise, GO and KEGG enrichment analyses were applied to evaluate the potential functions of the 85 overlapping DEGs. DEGs significantly enriched in GO terms of biological processes such as oxidation reduction and response to jasmonic acid stimulus. Molecular functions such as oxidoreductase activity, and cellular components such as the cell wall, were also enriched. Meanwhile, sixteen pathways were enriched based on 0.05 significance level. 

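Of the 62 probe sets with a single symbol that were shared between the P treatment and accession lists, 1 encoded a flavonoid or isoflavonoid enzyme (Fisher's exact test, adjusted p = 0.775) and 1 belonged to ethylene synthesis and response (adjusted p = 0.646). The lists of peroxidases and of phenylpropanoid enzymes had 0 members among them. With 6 and 14 members among 32405 probe sets with a single symbol, 0 was likely beforehand and decides nothing. Methane and phenylalanine metabolism were not analysed here.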

Similar to the results of the 195 marked genes, the pathways of phenylpropanoid biosynthesis, methane metabolism, phenylalanine metabolism, and flavonoid biosynthesis were also detected (Additional file 2: Table S1).

### Significantly differentially expressed genes between roots and leaves

In our study, under low-P treatment, more DEGs were detected in roots than leaves, suggesting there were more genes in response to low-P stress during seedling stage in roots. DEGs between roots and leaves were found (Table 2). DEGs induced by low-P conditions were classified into three categories according to their expression patterns in normal conditions. 

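In CD 6366 probe sets were higher in roots than in leaves in low P. Of these, 5122 were also higher in roots in normal P, 1 was lower and 1243 were not called, 103 of them higher by more than 4-fold. LOC100775275 was higher in low P roots by 5.05 on the log2 scale (adjusted p = 1.55e-10 from limma) and by 0.06 in normal P (adjusted p = 0.936). The probe set 11827191 was higher by 5.08 (adjusted p = 9.68e-12) and by 0.34, respectively.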

For 6370 up-regulated genes between roots and leaves in CD under low-P stress, three categories of DEGs were 5137 up-regulated genes, one down-regulated gene, and 1232 genes showing no different expression in roots/leaves in normal conditions. Among the 1232 genes, there were 97 genes that showed larger than 4-fold expression difference between roots and leaves under low-P conditions. Additionally, we found 63, 19, and 73 genes showing larger than 4-fold expression differences under low-P conditions from the 1207, 893, and 1075 genes, respectively (Table 2). 

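In YH 7403 probe sets were higher in low P roots than in low P leaves. Of these, 1168 were not called in normal P, 50 of them higher by more than 4-fold. Of 5598 lower in CD and 5288 lower in YH, 875 and 990 were not called in normal P, with 16 and 33 lower by more than 4-fold. AS2 was higher in YH roots by 5.03 in low P (SE 0.961, adjusted p = 2.99e-04 from limma) and by 1.11 in normal P (adjusted p = 0.413). The normal P difference of AS2 lay between -0.660 and 2.28 with 1 array left out, so single arrays decide its sign. LOC100777014 was lower in YH roots by a log2 fold change of -3.30 in low P (SE 0.715, adjusted p = 0.00102), and by -1.67 in normal P (adjusted p = 0.0820). Together limma gave 202 probe sets marked between roots and leaves, 120 in CD and 83 in YH, and SAM gave 375. The count was 305 with a separate fit per comparison and 332 with replicates 2 and 3 alone, chosen after the data were seen.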

With one opposite-expressed gene, there were 253 marked DEGs between roots and leaves.

We performed the enrichment of GO and KEGG analysis for these 253 marked DEGs. GO analysis showed these genes enriched in a group of biological processes, for example, oxidation reduction, response to oxidative stress, and response to abiotic stimulus. KEGG analysis revealed most of these genes enriched in methane metabolism, phenylpropanoid biosynthesis, and phenylalanine metabolism (Additional file 2: Table S1).

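Of the 141 probe sets marked between roots and leaves that carry a single symbol, 2 encoded flavonoid or isoflavonoid enzymes and 2 were WRKY factors. Neither list passed Fisher's exact test (adjusted p = 0.267 for both), and 0 lists passed. Simulated data without a response, with independent noise of equal size in all groups, gave a mean of 53.9 marked probe sets (highest 70). The real arrays depart from that noise, so the number marked by chance may be higher.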

The 253 marked DEGs between roots and leaves were related with low-P stress. There were 317 DEGs in roots and leaves considered to be caused by low-P stress. Thus, we compared 317 DEGs and 253 marked genes and found 68 overlapping genes. Interestingly, 64 overlapping genes were up-regulated in CD between roots and leaves, consistent with the results that more genes were induced in CD than YH under low-P stress. 

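Of the 403 probe sets called between P levels, 87 were marked between roots and leaves, against 1.07 for independent lists. Both lists use the low P arrays, so part of the excess may come from shared arrays. Of the 87, 75 were higher in the roots of CD and 12 were marked in YH. The probe sets 12067593 and 12067589 were higher in low P roots of CD than in low P leaves by 7.52 (adjusted p = 2.71e-06 from limma) and 6.15 (adjusted p = 8.05e-07). The overlap was 148 without YH leaf replicate 1 in normal P, 30 with a separate fit per comparison and 162 with replicates 2 and 3 alone, chosen after the data were seen.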

GO enrichment analysis showed the 68 overlapping genes enriched in biological processes such as response to cadmium ion, defense, jasmonic acid stimulus (*P* < 0.05). In the molecular function term and cellular component, these genes were significantly enriched in transcription regulator activity and in the nucleus (*P* < 0.05) (Additional file 2: Table S1). Furthermore, we identified pathways including methane metabolism and flavonoid biosynthesis (*P* < 0.05).

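Among the 61 overlapping probe sets with a single symbol, 2 encoded flavonoid or isoflavonoid enzymes, where 0.0866 were expected by chance. The enrichment did not pass the test (Fisher's exact test, adjusted p = 0.106).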

### Common DEGs among treatments, materials, and tissues

The 195 marked DEGs between CD and YH under low-P stress were identified as DEGs between materials which were associated with low-P stress, while the 253 marked DEGs between roots and leaves in low-P conditions were regarded as DEGs between tissues that were related to low-P stress. We compared the 195, 253 marked DEGs with the 317 DEGs between different P treatments and 42 common DEGs were found to be in all three classes. That is to say, the 42 DEGs occurred not only between treatments, but also between materials and tissues under low-P stress, which suggested they were active genes under low-P conditions. 

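In all, 51 probe sets were in all 3 lists, 50 of them higher in low P in CD roots and 1 lower in YH leaves. The probe set 12067589 rose by 4.52 in CD roots (SE 0.733, adjusted p = 0.00250 from limma) and was higher in CD than in YH by 5.83 in low P roots. The count was 21 with a separate fit per comparison, 24 with the dimmest 33.3% of probe sets left out and 32 without CD root replicate 1 in low P. The lists share arrays, so the overlap is not a set of independent observations. From their presence in all 3 classes, the paper proposes that such genes were active genes under low P.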

Further KEGG analyses enriched in three general pathways: methane metabolism, phenylalanine metabolism, and phenylpropanoid biosynthesis. Notably, the 5 genes enriched in the three pathways were all the same. Among them, four genes including *Glyma02g40000*, *Glyma11g29890*, *Glyma18g06250* and *Glyma20g30910* acted as peroxidase to generate p-Hydroxyphenyl lignin (H lignin), Guaiacyl lignin (G lignin) and Syringyl lignin (S lignin) from corresponding p-Coumaryl alcohol, Coniferyl alcohol and Sinapyl alcohol (Fig. 2). 

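Peroxidases oxidise monolignols during lignin formation. The 6 peroxidases named by symbol did not move as a list in CD roots (median log2 fold change -0.115, adjusted p = 0.945 from camera), and limma called 0 of them. PRX4 had a log2 fold change of 0.64 (SE 0.239, adjusted p = 0.737). Of the 35 probe sets in all 3 classes with a single symbol, 0 were on the lists of peroxidases or phenylpropanoid enzymes and 1 was a flavonoid enzyme (Fisher's exact test, adjusted p = 0.784). The peroxidase and phenylpropanoid lists hold 6 and 14 members among 32405 such probe sets, so 0 was likely beforehand. It does not bear on the genes the paper names. The sources used here do not pair the peroxidase gene identifiers with probe sets.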

One gene named *Glyma02g14450* functioned in the production of p-Coumaroyl-CoA, which involved in the biosynthesis of flavonoid.

**Fig. 2:**
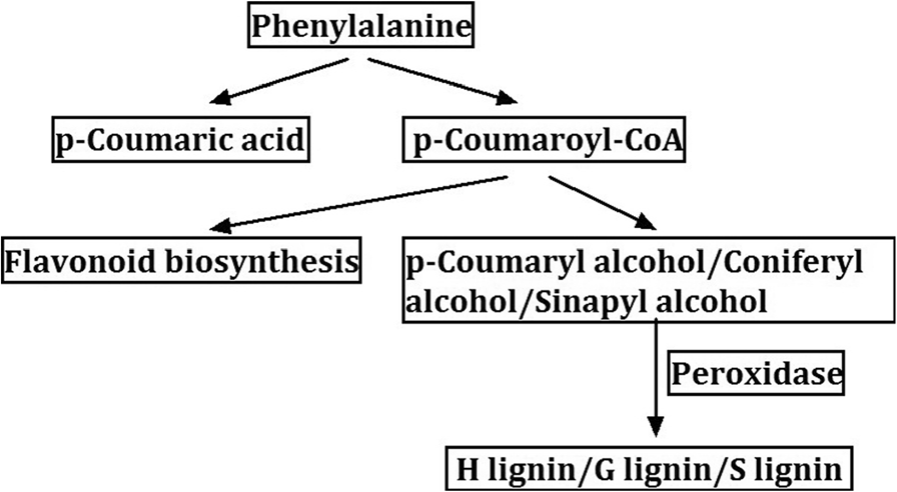
Common DEGs enriched on phenylpropanoid biosynthesis pathway in soybean

### Quantitative Real-time PCR (RT-qPCR) verification

To verify the expression results obtained by gene chips, a total of 13 differently expressed genes either between soybean accessions CD and YH in low-P stress or between different P treatments in roots of CD and YH were selected for RT-qPCR. The results of RT-qPCR analysis were consistent with the data obtained from gene chips (Fig. 3), indicating the reliability of the results from gene chips.

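Of the 13 genes, 4 could be paired with probe sets. In CD roots GmNAC11 had an intensity of 60.0 ± 23.7 (SD, n = 3) in low P and 7.90 ± 5.01 (SD, n = 3) in normal P. In YH roots it was 18.0 ± 10.9 and 22.0 ± 7.08 (SD, n = 3 each). The polygalacturonase inhibitor-like gene Glyma19g32700 was at 131 ± 31.8 in low P and 34.6 ± 12.2 in normal P in CD roots, and at 59.3 ± 15.3 and 68.0 ± 10.6 in YH roots (SD, n = 3 each). GmMMP2 was at 139.9 ± 54.3 and 34.6 ± 14.0 in CD roots and at 100.7 ± 21.7 and 128 ± 38.8 in YH roots (SD, n = 3 each). Glyma03g31940 was at 30.1 ± 28.1 in low P and 4.34 ± 0.948 in normal P in CD roots (SD, n = 3 each). It rose by 2.42 on the log2 scale (SE 0.450, adjusted p = 0.00974 from limma), but lost this call without replicate 2 or 3 in normal P (0.0595 and 0.0770) or replicate 1 in low P (0.0529).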

**Fig. 3:**
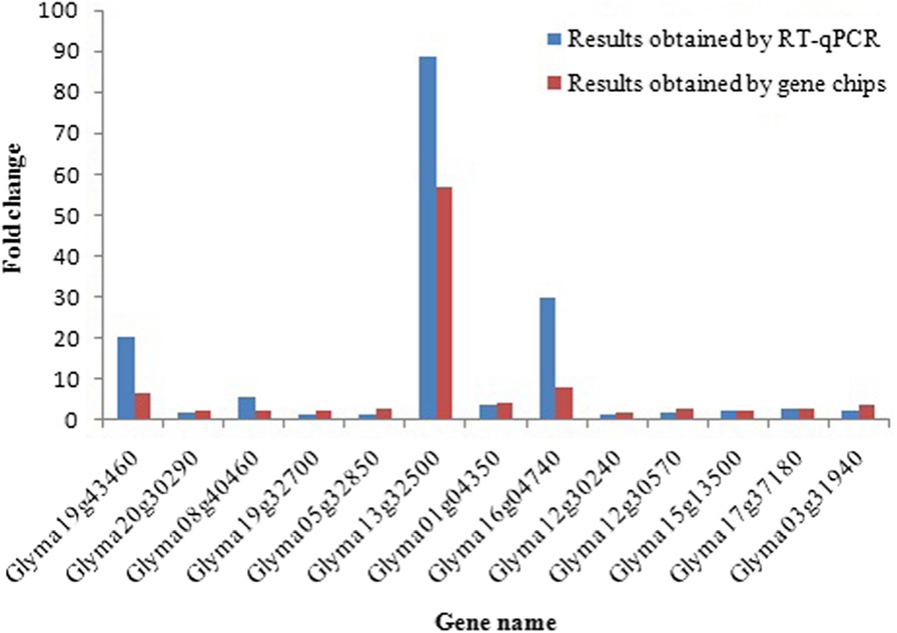
Validation of the results obtained by gene chips with RT-qPCR

## Discussion

### Low phosphorus induced systemic changes in soybean

Phosphorus is important to soybean growth and development. To detect low-P-stress related genes, multiple comparative analyses were conducted. First, we compared the expression level changes between different P treatments in the given materials and tissues, which represented intra-material and intra-tissue DEGs in coping with low-P conditions. Simultaneously, we analyzed inter-materials and inter-tissues gene expression patterns in the case of different concentrations of phosphorus. Finally, we obtained overlapping DEGs between inter-materials and intra-materials, between inter-tissues and intra-tissues, and common genes among different P treatments, materials and tissues. Through these comparative analyses, we acquired stable genes responding to low-P stress, and obtained common genes and pathways related to low-P stress in soybean.

Zeng et al. revealed 17 biological processes in GO enrichment analysis of phosphate-deficiency-responsive genes in soybean roots (*Glycine max* var. Williams 82) [28]. Among these processes, photosynthesis, iron ion transport, fatty acid metabolic process, and stress responses were also detected in our study. 

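Of 19 genes of iron and metal transport, 3 were lower and 0 higher in CD roots (median log2 fold change -0.145, adjusted p = 5.23e-06 from camera; adjusted p = 0.0223 with an estimated correlation). FRD3b, of a family of citrate exporters that load iron into the xylem, fell by 1.38 (SE 0.217, adjusted p = 0.00200 from limma). In YH roots this list was lower as well (median -0.109, adjusted p = 0.00200; adjusted p = 0.181 with an estimated correlation), but not without replicate 1 in normal P (0.173) or replicate 3 in low P (0.152). The 28 photosynthesis genes had 1 member lower in CD roots, RCAALPHA, a Rubisco activase, at -1.07 (SE 0.196, adjusted p = 0.00824). It lost its call without replicate 1 in normal P (0.0507) or replicate 2 in low P (0.0641). In YH roots the photosynthesis list was higher (median 0.198, adjusted p = 3.66e-08; adjusted p = 0.219 with an estimated correlation) and limma called 0 of its members. Without replicate 2 in normal P the median was 0.118. Fatty acid metabolism was not analysed here.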

Through the analyses of the GO enrichment results, we found oxidative response, as well as peroxidases were repeatedly detected. As earlier studies demonstrated, the expression levels of peroxidases were closely related to the resistance to biotic and abiotic stresses, such as salt stress, wounding, diseases, hypersensitive reactions, and so on [31–34]. Recent studies confirmed that under P-limited conditions, alterations of oxidative stress- related genes including peroxidase genes were observed in *Zea mays*, rice and *Arabidopsis* [23, 24, 27].

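Of 11 genes of ethylene synthesis and response, 1 was higher in CD roots. ACS, an ACC synthase that makes the ethylene precursor, rose by 1.49 (SE 0.329, adjusted p = 0.0416 from limma), and lost its call without any 1 of the 6 arrays (adjusted p between 0.0559 and 0.351). The list did not pass camera (adjusted p = 0.284), and its median (-0.00468) and its mean (0.185) differed in sign. In YH leaves it passed as lower (median -0.211, adjusted p = 0.0368; adjusted p = 0.591 with an estimated correlation), but not without replicate 1 or 2 in normal P (0.121 and 0.159) or replicate 2 or 3 in low P (0.292 and 0.178). In the leaf interaction it passed as higher in CD (median 0.321, 10 of 11 positive, adjusted p = 0.00355; adjusted p = 0.347 with an estimated correlation). That call was lost without CD leaf replicate 1 in low P (0.183) or YH leaf replicate 2 in low P (0.0523). Of 20 gibberellin oxidases, GA2OX2 rose by 1.70 (SE 0.221, adjusted p = 2.59e-04). In the root interaction of CD against YH this list passed camera as higher (adjusted p = 0.0427; adjusted p = 0.293 with an estimated correlation) with a median of -0.056 and a mean of 0.211. It did not pass without CD root replicate 1 or 3 of either P level, YH root replicate 1 or 2 in normal P or 2 or 3 in low P (adjusted p between 0.0537 and 0.151). The same held without replicate 1 of CD or YH leaves in normal P (0.0570 and 0.0587) or YH leaf replicate 3 in low P (0.0629). The jasmonate list was higher in CD in the same interaction (median 0.349, adjusted p = 2.43e-04; adjusted p = 0.163 with an estimated correlation).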

Simultaneously, the results of GO enrichment analyses also showed many genes induced by low-P stress were associated with plant hormone signal transduction, such as ethylene and jasmonic acid. Previous studies supported that many genes induced by low-P stress were associated with plant hormone signal transduction [23–25, 35]. An increase of ethylene content in root systems of common bean indicated that ethylene regulated changes in root morphology (i.e. root length) under low-P stress [36]. Meanwhile, the effect of ethylene on the elongation of primary roots in *Arabidopsis* and the emergence of root hairs under low-P stress was shown with the use of a method based on image processing [37]. Gao et al. studied the effect of ethylene on physiological changes of soybean plants grown in P-deficient solution. Their results suggested that ethylene increased root vigor and acid phosphatase activity in the root system, as well as root:shoot ratio under low-P stress [38]. In addition, jasmonic acid promoted plants’ freezing tolerance with the application of exogenous jasmonic acid and blocking-up biosynthesis of jasmonic acid [39].

The three common pathways, methane metabolism, phenylalanine metabolism, and phenylpropanoid biosynthesis, were enriched from comparative analyses, which suggested that these pathways responded actively when plants suffered low-P stress. These results were further supported by the facts that transcript profiling analyses of *Zea mays* and *Arabidopsis* identified that many genes involved in biosynthesis of phenylpropanoids either up-regulated or down-regulated when exposed to low-P stress [24, 25]. Phenylpropanoid was a member of phenolic compound, which pertained to plant secondary metabolites. For example, Hall et al. found that the phenolic content was stimulated by an increase in nutrient stress in *Helianthus annuns* [40]. Similar phenomenon occurred in *Tageteserecta* when suffering from water stress with a significant increase of phenolic content [41]. Koeppe et al. observed that more phenol compounds were leached from living intact roots, dried roots, and tops of phosphate-deficient plants than from phosphate-sufficient ones [42]. Although the effect of methane metabolism on the response to low-P stress had not been clearly stated, a recent study suggested plants released more methane at high temperatures [43], and methane could play an important role in regulating plant growth [44]. Methane metabolism in association with low-P stress may provide a new direction in studying the mechanism of low-P tolerance in soybean.

Our results suggested that the responses of soybean to low-P stress were complex cross-talks; it not only depended on other nutrition (iron) and plant hormones levels (ethylene and jasmonic acid), but also on the metabolism of secondary metabolites. This information can be used to focus on these systemic connections induced by low-P stress to devise strategies aimed at improving soybean yield in P-deficiency soils.

### Massive genes involved in response to low-P stress in low-P-tolerant accession

We selected a low-P-tolerant accession, CD, and a low-P-sensitive accession, YH. The numbers of different expression genes between different P treatments in CD were 30-fold more than those in YH. To explore whether the DEGs were accession-specific between CD and YH, we compared the DEGs between these two accessions. Our results showed that among the 10 DEGs in YH, one gene (*Glyma20g33710*) was also found in CD. A homologous gene was identified in *Lotus japonicus* (Accession No. AB378629) with the tool of BLAST in the National Center for Biotechnology Information (NCBI) database (http://blast.ncbi.nlm.nih.gov/Blast.cgi), which exhibited 54 % sequence identify to *Glyma20g33710*. This gene was predicted as a nodulation-associated bZIP transcription factor gene [45]. For a DEG *Glyma09g18770* in YH, a homologous gene *Glyma17g10510* was detected in the DEGs from CD. *Glyma09g18770* encoded a putative E3 ligase protein with metal ion binding and DNA binding domains, homologous with *BRUTUS* and *OsHRZ* in *Arabidopsis thaliana* and *Oryza sativa* which regulates the response to iron deficiency [46]. The rest annotated DEGs in YH, three genes (*Glyma03g28630*, *Glyma19g31361* and *Glyma03g28611*) encoded the transcription factor ORG2-like proteins. The homologous gene in *Arabidopsis thaliana* was *bHLH038*, which played an important role in the iron-deficiency responses and uptake of this nutrient [47]. *Glyma04g41510* was a plastid-lipid-associated fibrillin protein, transferring phosphorus-containing groups. *Glyma20g33710* encoded a member of basic leucine zipper transcription gene family, homologs with *TGA4* in *Arabidopsis thaliana. TGA4* acts as a regulator in response to defense signals [48]. Although no homologous genes of the rest of the DEGs were detected in CD; gene response to iron-deficiency, uptake, and defense were detected in CD. These genes might be located in different pathways or different locations of the same pathway.

In conclusion, most DEGs were specific between CD and YH (Additional file 3: Table S2), however, the involved pathways found in YH were included in CD. In addition, other low-P stress related pathways were detected in CD, for example, oxidation-reduction and metabolic processes. 

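Across all probe sets the response to low P in CD roots showed almost no relation to that in YH roots (Pearson's r -0.029, Spearman's rho -0.010), and that in leaves was weakly related (0.192 and 0.160). The root value lay between -0.056 and 0.019 with 1 array left out. It was above 0 without CD replicate 3 in normal P (0.0022), CD replicate 1 in low P (0.019), YH replicate 1 in normal P (0.010) or YH replicate 2 in low P (0.0097). Pearson's r in leaves fell to 0.103 without CD replicate 1 in normal P, 0.0958 without YH replicate 2 in normal P and 0.111 without YH replicate 1 in low P. Genes are not independent replicates in these correlations. Of the 319 probe sets called in CD roots, 137 (42.9%) changed in the same direction in YH roots and 113 were also called in the interaction. Those higher in CD roots had a median log2 fold change of 1.61 in CD and -0.153 in YH. Of the 81 called in YH leaves, 45 changed in the same direction in CD leaves and 10 were called in the leaf interaction.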

The much more genes induced by low-P stress existed in CD than in YH suggested massive genes involved in the response to low-P condition in tolerant accession CD. In addition to involving in biotic and abiotic stress responses, some of these genes were related to plant growth and development. On one hand, these massive genes could response to low-P condition through mediating the secretion of phytohormone and secondary metabolites. On the other hand, they could improve uptake of P through controlling soybean root traits, such as main root elongation and increased root hair number. All of these responses could make CD more adaptive to low-P stress and more resistant than YH. Likewise, more stress-responsive genes were identified in tolerant soybean line than those in sensitive soybean line in the response to common cutworm feeding [49]. Moreover, more DEGs were detected in CD than those in YH under low-P stress (Table 1) could be due to different genetic backgrounds between these two materials, which was further supported by the result that there were 64,534 SNPs detected between CD and YH by a genome-wide NJAU 355 K SoySNP array (unpublished data). The selection of P-efficient soybean accessions could be helpful in exploring low-P related genes and creating new low-P-tolerant soybean accessions.

### Roots played a crucial role in P metabolism during seedling stage

Compared with 310 DEGs detected in roots under low-P stress, only 18 DEGs were detected in leaves (Table 1). Plants under low-P conditions depended on the root system during seedling stage to absorb phosphorus nutrition. Previous studies showed an increase in lateral roots, root hair density, root:shoot ratio when plants were exposed to low-P stress [50, 51]. Among them, uptake through root hairs contributed up to 90 % of the phosphorus acquired by plants [52]. Some phosphate transporters specifically located in roots had been identified to be involved in Pi uptake at the root-soil interface in P-deficient soils. These proteins transport available phosphorus that could be absorbed by plants, mainly H_2_PO_4_^−^, HPO_4_^2−^and PO_4_^3−^ [53]. The apparent changes of root systems under low-P stress in our hydroponic experiments also confirmed that roots played an important role in acquiring P during seedling stage. 

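Of 14 PHT1 phosphate transporters, which take up phosphate at the plasma membrane, limma called 0 in CD roots, 0 were called when adjusted over the list alone, and the list was slightly higher (median log2 fold change 0.105, adjusted p = 0.0311 from camera; adjusted p = 0.0867 with an estimated correlation). PHT1-3 passed the adjusted p (0.0414) but not the fold threshold, at 0.86 (SE 0.189). The list did not pass without replicate 1 or 2 in normal P (0.101 and 0.0620) or replicate 3 in low P (0.248), nor with the dimmest 33.3% of probe sets left out (0.0719). Of 5 acid phosphatases, which release phosphate from organic compounds, 0 were called and the list was higher (median 0.486, adjusted p = 0.00804; adjusted p = 0.0946 with an estimated correlation). PAP14 was at 0.75 (SE 0.234, adjusted p = 0.347). That list did not pass without replicate 3 in normal P (0.0663) or replicate 1 in low P (0.0595).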

As such, we found some genes associated with phosphorus absorption in roots. The gene *Glyma04g19450* showed homology with *AtSPX2-4*, members of a sub-family of *Arabidopsis* genes with the SPX domain. 

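Of 6 SPX proteins, which sense phosphate inside the cell, 2 were higher in CD roots. SPX3 was at a log2 intensity of 3.96 ± 0.270 (SD, n = 3) in low P and 2.39 ± 0.0904 (SD, n = 3) in normal P, a rise of 1.57 (SE 0.182, adjusted p = 6.65e-05 from limma). SPX8 rose by 1.10 (SE 0.224, adjusted p = 0.0214), a call lost without replicate 2 or 3 in normal P (0.0976 and 0.189) or replicate 1 or 3 in low P (0.179 and 0.118). The list passed camera (mean 0.403, adjusted p = 0.00211; adjusted p = 0.0339 with an estimated correlation), with 3 members higher and 3 lower. The sources used here do not pair Glyma04g19450 with a probe set.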

Proteins harboring SPX domain are believed to be involved in phosphorus acquisition and phosphorus signaling network. Duan et al. found several Pi starvation-responsive genes were regulated by *AtSPX2-4*, positively or negatively. Further studies demonstrated the expression levels of *AtSPX2* and *AtSPX3* increased under phosphorus starvation [10]. Interestingly, we also found three DEGs in roots; namely *Glyma13g24810.1*, *Glyma07g31630.1* and *Glyma13g31290.1* respectively, showed homology with *PHO2*, the ubiquitin-conjugating enzyme that contained SPX domain, which is crucial for phosphorus acquisition and translocation in plants. Results of Huang et al. suggested *PHO2* modulated Pi absorption, specifically transport at the root surface by regulating the abundance of PHT1s [54].

The limited number of DEGs in leaves probably resulted from genes in the leaves primarily involved in P distribution and utilization in later stages. 

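In YH leaves BHLH300 fell by 4.71 on the log2 scale (SE 0.234, adjusted p = 5.61e-10 from limma) and BHLH320 by 3.53 (SE 0.368, adjusted p = 8.89e-05). A second BHLH320 probe set, 11815599, lay at 1.43 ± 0.141 in low P and 3.74 ± 1.02 in normal P (SD, n = 3 each). BHLH300 was at a log2 intensity of 1.49 ± 0.248 (SD, n = 3) in low P and 6.201 ± 0.558 (SD, n = 3) in normal P. NRAMP2A, of a family of metal ion transporters, fell by 1.55 (SE 0.199, adjusted p = 0.00135). Of 19 genes of iron and metal transport 3 were lower (median -0.127, adjusted p = 3.97e-05 from camera; adjusted p = 0.0390 with an estimated correlation). The mean of this list was -0.476, with 12 members lower and 7 higher, so a few large falls weigh on its result. It is not evidence separate from its called members and does not show that metal transport genes fell in general. Of 55 WRKY factors, which regulate stress responses, 6 were lower and 12 when adjusted over the list alone (median -0.257, adjusted p = 2.19e-13; adjusted p = 0.128 with an estimated correlation). WRKY61 fell by 2.21 (SE 0.344, adjusted p = 0.00891) and WRKY55 by 1.81 (SE 0.288, adjusted p = 0.0114). WRKY46 fell by 2.41 (SE 0.430, adjusted p = 0.0225), a call lost without replicate 2 in normal P (0.168) or replicate 2 or 3 in low P (0.135 and 0.0629). A second WRKY46 probe set, 11924051, lay at 4.66 ± 0.360 in low P and 4.24 ± 0.419 in normal P (SD, n = 3 each), the other direction. Of 35 NAC factors 2 were lower, and 6 when adjusted over the list alone (median -0.106, adjusted p = 1.67e-04; adjusted p = 0.136 with an estimated correlation). NAC6 fell by 1.88 (SE 0.332, adjusted p = 0.0210), a call lost without replicate 2 in normal P (0.166) or replicate 2 or 3 in low P (0.135 and 0.0626). In the same leaves 200 probe sets that are higher in roots than in leaves of CD had a median log2 fold change of -0.209, and the mean of the WRKY factors was 4.53 in replicate 2 and 4.00 in replicates 1 and 3 of normal P. The gene identifiers of the bHLH038 homologs are not paired with probe sets in the sources used here.

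**Figure D2:**
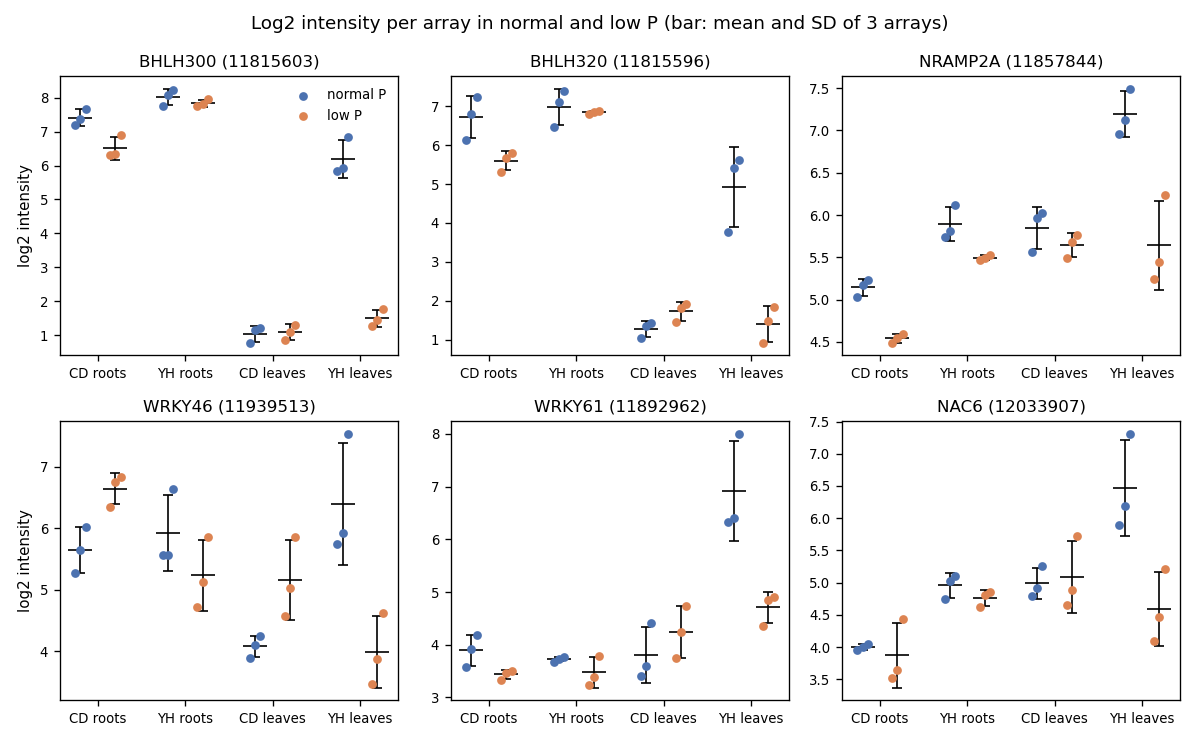
Log2 intensity (y axis) of 6 genes in roots and leaves of CD and YH (x axis), in normal P (blue) and low P (orange). Each dot is 1 array and each black bar is the mean ± SD of 3 arrays. In YH leaves BHLH320 lies at 1.40 ± 0.458 in low P and 4.93 ± 1.02 in normal P.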

Three DEGs from leaves (*Glyma03g28630*, *Glyma19g31361* and *Glyma03g28611*) were homologous to *bHLH038* in *Arabidopsis thaliana*, functioning in the iron-deficiency responses and uptake [55]. Thus, we concluded roots played an important role in coping with low-P stress during seedling stage. An in-depth study on DEGs in roots will advance the functional study of highly P-efficient genes.

## Conclusion

P starvation leads to systemic changes in the gene expression of soybean. Here, the gene expression patterns of soybean under low-P stress were surveyed on the roots and leaves of a low-P-tolerant accession and a low-P-sensitive accession by microarray chips. Through comparative analyses on the differently expressed genes, we identified 42 candidate genes and three common pathways, including methane metabolism, phenylalanine metabolism and phenylpropanoid biosynthesis, which were highly correlated to low-P stress. These results not only promote our understandings of the molecular bases of the responses to P deficiency, but also facilitate research in improving Pi usage in soybean and designing highly phosphate-efficient soybeans. This process could optimize fertilizer use and promote development of sustainable agricultural practices.

## Methods

### Plant materials

Through hydroponic experiments, we selected two soybean accessions, Chundou (CD) and Yunhefengwodou (YH), from 219 soybean materials [29]. The 219 soybean seedlings were sown in plastic pots which contained the nutrient soil and vermiculite with a ratio of 1:3. After five days of germination, we picked three shoots of each accession with similar growth vigor which were then transplanted to half Hoagland under different P treated conditions in hydroponic boxes with a 16 h/8 h (day/night) photoperiod and a temperature of 26-28 °C/22 °C (day/night) temperature cycle. Hoagland nutrient solution was composed of macroelements (1.0 mM KH_2_PO_4_, 5.0 mM KNO_3_, 5.0 mM Ca(NO_3_)_2_, 2.0 mM MgSO_4_), microelements (2.86 mg/L H_3_BO_3_, 1.81 mg/L MnCl_2_ · 4H_2_O, 0.22 mg/L ZnSO_4_ · 7H_2_O, 0.08 mg/L CuSO4 · 5H_2_O, 0.0269 mg/L Na_2_MoO_4_ · 2H_2_O) and ferric salts (5.56 mg/L FeSO_4_ · 7H_2_O, 7.64 mg/L EDTA · Na). Hoagland with 1.0 mmol/L P was considered as + P treated condition, while Hoagland with 0.01 mmol/L P was considered as -P treated condition. To satisfy the demands of plant growth, we substituted equal concentrations of KCl for KH_2_PO_4_. Ventilation was performed three times per day for 30 min. Nutrient solution was exchanged every three days.

Then Roots and leaves of soybean accession CD and YH were harvested after 10 days of hydroponics (normal and low P treated conditions), each with three biological replicates. All samples were stored at −80 °C for additional experiments, including RNA isolation and Microarray experiments.

### Total RNA isolation and quantitative RT-PCR

Total RNA was extracted from roots and leaves separately of soybean accessions CD and YH, each with three biological replicates. A total of 24 samples were isolated to exact RNA according to the manufacturer’s instructions with the use of Plant RNA Extract Kit (TianGen, Beijing, China). A total of 50–100 mg leaf and 50–100 mg root were used to isolate RNA for each sample, respectively. Then about 1 μg RNA was used to configure 20 μL system to synthesize cDNA with the application of HiScript® II Q RT SuperMix for qPCR (+gDNA wiper) (Vazyme, Nanjing, China). The constitutive expression gene *Gmtublin* (GenBank accession number: AY907703) was used as a reference gene for RT-qPCR [56], and each sample was measured with three replicates. The RT-qPCR was conducted on an ABI 7500 real-time PCR system (Applied Biosystems, Forster City, CA, USA) with the use of SYBR Green Realtime Master Mix (Toyobo). The ABI 7500 system Sequence Detection System (SDS) software v.1.4 was applied to analyze the data. The primers used were listed in Additional file 6: Table S4.

### Microarray experimental design and data analysis

To obtain the differently expressed genes under different P treated conditions in different soybean accessions, we used 24 Affymetrix Soybean Gene 1.1 ST Array Strip. These detected 66,473 genes from Glyma1.01 database, each with 19 probes, and 8250 genes from GeneBank database, each with 16 probes. After RNA concentrations quantified by ultraviolet Spectrophotometer (NanoDrop Technologies, ND-1000) and RNA quality assessed by formaldehyde agarose gel electrophoresis, the total mRNA was hybridized on Affymetrix Soybean Gene 1.1 ST array strips. Microarray experiments were performed by CapitalBio Technology. All microarrays were scanned with an Affymetrix scanner named GeneChip® Scanner 3000, and images acquired were saved as .JPG pictures. AGCC software (Affymetrix®GeneChip® Command Console® Software) was applied to convert the image signals to digital signals, which recorded the signal intensity of every probe. After subtracting background and consolidating probe signals, normalization between arrays was carried out using RMA algorithm to remove variances between samples caused by abiologic factors [57]. We compared gene expression quantities between different P-treated conditions and different soybean accessions. Differently expressed genes simultaneously satisfied all of the following criteria: (a) |log_2_Ratio| ≥ 1, ratio represented fold change of expression between experimental group control group, (b) the P value after FDR correction was less than 0.05, (c) three biological replicates existed. The analyses of differently expressed genes were performed using SAM (significance analysis of microarray). For DEGs between different P treatments, A1, A2 and A3 were defined as three biological replicates under normal condition (0.5 mmol/L P), and A7, A8 and A9 were defined as three biological replicates under low-P condition (0.005 mmol/L P) (Fig. 1).

### Gene Ontology (GO) and KEGG pathway enrichment analysis

Gene Ontology database was a structured typical biological model; it consisted of three terms which were cellular component (CC), biological process (BP) and molecular function (MF). All differently expressed genes were mapped to GO terms in the GO databases (http://www.geneontology.org/), then calculated GO terms that were significantly enriched in differently expressed genes compared with genome background with the application of hypergeometric distribution. Results showed biological functions that were significantly associated with genes (*P* < 0.05).

The main metabolic pathways and signal transduction pathways that differently expressed genes may be identified by pathway enrichment analysis. KEGG (Kyoto Encyclopedia of Genes and Genomes) database is an important public database associated with pathways which integrateds genomics, biochemistry and system functional omics. Using KEGG PATHWAY as a unit, we found pathways that were significantly associated with differently expressed genes compared with genome background. Expression profile data were analyzed using a Molecule Annotation System (http://mas.capitalbiotech.com/).

### Availability of supporting data

The data sets supporting the results of this article are included within the article and its additional files. The data from the 24 chips are publicly available in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under accession number GSE78242 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE78242).

## Additional files

Additional file 1: Figure S1. Roots morphological of soybean accession CD and YH under low-P condition (0.005 mmol/L P) (A) Root morphological before low-P treatments (B) Root morphological after 10 days of low-P treatments. (DOC 190 kb) Additional file 2: Table S1. KEGG and Go enrichment analysis of differently expressed genes. (a) 317 DEGs between different P treatments (b) 195 DEGs between different materials (c) 253 DEGs between different tissues (d) 85 overlapping genes between the 195 marked DEGs between CD and YH and 317 DEGs in roots and leaves (e) 68 overlapping genes between the 253 marked DEGs between roots and leaves and 317 DEGs in roots and leaves (f) 42 common DEGs. (XLS 86 kb) Additional file 3: Table S2. The list of DEGs between different P treatments in the roots and leaves of CD and YH. (XLS 55 kb) Additional file 4: Figure S2. Identification of differently up-regulated genes in roots between different soybean accessions. (DOC 26 kb) Additional file 5: Table S3. 10 genes showing opposite expression patterns in roots between different soybean accessions. (DOC 42 kb) Additional file 6: Table S4. The list of primers used in this article.

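The fold changes of Table S2 are low P over normal P. For its 319 entries, on 317 probe sets, the differences of mean log2 intensities computed here gave the same direction in every entry, with a largest deviation of 0.133%. The ratio of mean intensities deviated by up to 58.5%. SAM called all of the entries: 298 in CD roots, 11 in CD leaves, 3 in YH roots and 7 in YH leaves. The limma model called 193 of 257 higher and 35 of 41 lower in CD roots, 3 of 11 higher in CD leaves, 1 of 3 lower in YH roots and 6 of 7 lower in YH leaves.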

## Abbreviations

BP: biological process
CC: cellular component
CD: Chundou
DEGs: Differently expressed genes
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
MF: molecular function
P: phosphorus
QTL: quantitative trait loci
RT-qPCR: Quantitative Real-time PCR
SDS: Sequence Detection System
YH: Yunhefengwodou

# Supplementary material for: A genome-wide expression profile analysis reveals active genes and pathways coping with phosphate starvation in soybean
**Source:** BMC Genomics. 2016 Mar 5;17:192. doi: 10.1186/s12864-016-2558-9
**Supplement:** Additional file 1: Figure S1. — Roots morphological of soybean accession CD and YH under low-P condition (0.005 mmol/L P) (A) Root morphological before low-P treatments (B) Root morphological after 10 days of low-P treatments.

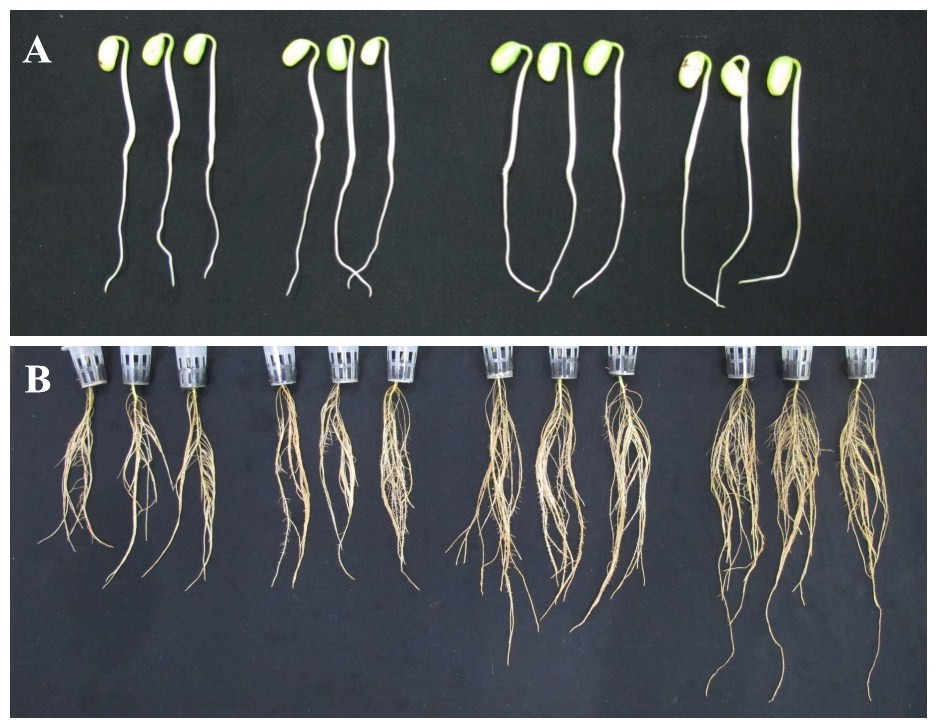

**YH(+P) CD(+P) YH(-P) CD(-P)**

**Additional file 1: Figure S1.** Roots morphological of soybean accession CD and YH under low-P condition (0.005 mmol/L P) (A) Root morphological before low-P treatments (B) Root morphological after 10 days of low-P treatments.

# Supplementary material for: A genome-wide expression profile analysis reveals active genes and pathways coping with phosphate starvation in soybean
**Source:** BMC Genomics. 2016 Mar 5;17:192. doi: 10.1186/s12864-016-2558-9
**Supplement:** Additional file 4: Figure S2. — Identification of differently up-regulated genes in roots between different soybean accessions.

Normal P ↑ 1325

Low P ↑1777 a

Low P ↑ Normal P ↓ 10

Low P ↑ (>4 fold) Normal P → (<2 fold) 93 c

Low P ↑(>2 fold) Normal P → (<2 fold) 826 b

Low P ↑ Normal P ↑ 941

**Additional file 4: Figure S2.** Identification of differently up-regulated genes in roots between different soybean accessions

a In low-P stress, 1777 significantly up-regulated genes existed in roots in CD comparing with YH;

b 826 genes showed no expression difference in normal condition, the expression difference of which was less than two fold, while these genes were significantly up-regulated under low-P stress;.

c 93 genes showed no expression difference in normal condition but showed larger than 4-fold expression difference between CD and YH under low-P condition.

# Supplementary material for: A genome-wide expression profile analysis reveals active genes and pathways coping with phosphate starvation in soybean
**Source:** BMC Genomics. 2016 Mar 5;17:192. doi: 10.1186/s12864-016-2558-9
**Supplement:** Additional file 5: Table S3. — 10 genes showing opposite expression patterns in roots between different soybean accessions.

**Additional file 5: Table S3.** 10 genes showing opposite expression patterns in roots between different soybean accessions

| ProbeSetID | Symbol-traID | fold changes | | functional annotation | homologous genes | references |
| --- | --- | --- | --- | --- | --- | --- |
|  |  | down-regulated | up-regulated |  |  |  |
| 11816743 | Glyma03g31940.1 | 0.4651 | 3.9942 | ethylene-responsive transcription factor 15-like | *AtERF15* overexpression lines exhibited salt and drought tolerance | 1 |
| 11829195 | -- | 0.2988 | 4.6541 | -- |  |  |
| 11858123 | Glyma05g22760.1 | 0.4928 | 4.3266 | -- |  |  |
| 11930922 | Glyma08g20220.1 | 0.4634 | 2.301 | seed linoleate 9S-lipoxygenase-like | *LOX* gene expression was modulated in response to water deficit and wounding | 2 |
| 12052020 | Glyma13g27820.1 | 0.2911 | 5.1946 | basic 7S globulin-like | Expression level was associated with heat stress in soybean | 3 |
| 12067310 | Glyam13g31580.1 | 0.2528 | 2.159 | stem-specific protein TSJT1-like |  |  |
| 12124458 | Glyma16g04740.1 | 0.328 | 3.5663 | transcriptional factor NAC11 | Play important roles in dealing with multiple stress and it regulated the expression of stress-response genes, such as *DREB1A* and *EDR11* | 4 |
| 12165516 | Glyma18g53170.1 | 0.2192 | 2.2763 | putative glutamine amidotransferase-like protein  RP404-like | contained a conserved domain that is associated with aluminium |  |
| 12193748 | Glyma19g32700.1 | 0.4905 | 2.2219 | polygalacturonase inhibitor-like (PGIPs) | Two PGIP-encoding genes ( *Bnpgip1* and *Bnpgip2*) from *Brassica napus* DH12075 were both induced by jasmonic acid and cold | 5 |
| 12212657 | -- | 0.156 | 5.439 | -- |  |  |

References：

1. Lee SB, Lee SJ, Kim SY: **AtERF15 is a positive regulator of ABA response**. *Plant cell reports* 2015, **34**(1):71-81.

2. Bell E, Mullet JE: **Lipoxygenase Gene-Expression Is Modulated in Plants by Water Deficit, Wounding, and Methyl Jasmonate**. *Mol Gen Genet* 1991, **230**(3):456-462.

3. Fujiwara K, Cabanos C, Toyota K, Kobayashi Y, Maruyama N: **Differential expression and elution behavior of basic 7S globulin among cultivars under hot water treatment of soybean seeds**. *Journal of bioscience and bioengineering* 2014, **117**(6):742-748.

4. Hao YJ, Wei W, Song QX, Chen HW, Zhang YQ, Wang F, Zou HF, Lei G, Tian AG, Zhang WK *et al*: **Soybean NAC transcription factors promote abiotic stress tolerance and lateral root formation in transgenic plants**. *The Plant journal : for cell and molecular biology* 2011, **68**(2):302-313.

5. Li RG, Rimmer R, Yu M, Sharpe AG, Seguin-Swartz G, Lydiate D, Hegedus DD: **Two Brassica napus polygalacturonase inhibitory protein genes are expressed at different levels in response to biotic and abiotic stresses**. *Planta* 2003, **217**(2):299-308.

# Supplementary material for: A genome-wide expression profile analysis reveals active genes and pathways coping with phosphate starvation in soybean
**Source:** BMC Genomics. 2016 Mar 5;17:192. doi: 10.1186/s12864-016-2558-9
**Supplement:** Additional file 6: Table S4. — The list of primers used in this article.

**Additional file 6: Table S4.** The list of primers used in this article

| Gene ID | Primer Sequence (5'to3') of forward chain | Primer Sequence (5'to3') of reverse chain |
| --- | --- | --- |
| *Glyma19g43460* | AACACGGGTGGGACTTGAAC | CAGAAAGCGGTCCAGCCATA |
| *Glyma20g30290* | CGAGAATATGCCACCTAAGATCTG | GGTCACCAATCTCATTAAACAAAAAA |
| *Glyma08g40460* | CCCTGAAATCCAAATCCGAAT | CGTGTGTATGTTGTTGTGTGATAAAAG |
| *Glyma19g32700* | TGCAGCAGAGAATACGTGCAT | GCTTTACAAAGAGGGATGGAAGTAA |
| *Glyma05g32850* | CAGCCTTGGGCTTCGATTT | TCTTGCCACGGTGAGAGATG |
| *Glyma13g32500* | TGCAACAATAATAACACCACCAATT | AAAAACACACAGGGAACATCCTTT |
| *Glyma01g04350* | GGAAAAGCCACTCATGAATCAGT | GGGTCTTCATCCACTAGTTGCAT |
| *Glyma16g04740* | TTTATTTAGCTAGCTAGCCAAT | TGGCCTTAGCTGGTAAGTC |
| *Glyma12g30240* | GCTGAGGTTGCAGGACTTGAA | GACCAATATTACGGGCCACTTG |
| *Glyma12g30570* | CCCCCAGTAAAAGGGAAGATG | CAAATGCCCAATAGCCAGAAA |
| *Glyma15g13500* | ATACGAAAGAGAGAGTGAAGCATCGT | CCAGCCTTTATTTATAGACCCAATTC |
| *Glyma17g37180* | GCAATCGAACCGCGAATC | GATCATCCAAGTGCTTCTGCTTT |
| *Glyma03g31940* | GACTTTGACTTCTTAATCAGCCTCTCT | GAAGGAAGAAGTAGGAACAGAATATAACG |
| *Tublin* | GGAGTTCACAGAGGCAGA | CACTTACGCATCACATAGCA |

How the deposited data were processed for this re-analysis (not part of the article)

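Gene expression was measured in roots and leaves of the soybean accessions CD (low-P-tolerant) and YH (low-P-sensitive), grown in hydroponics for 10 days with 0.5 mmol/L P (normal P) or 0.005 mmol/L P (low P). Each of the 8 groups had 3 biological replicates, and each replicate was 1 Affymetrix Soybean Gene 1.1 ST array, 24 in all. The deposited values are one linear intensity per probe set and array, which the authors normalized between arrays (RMA according to the paper, MAS5 according to the submitters' notes, version not given). They cover 75990 probe sets with 0 missing values. All 24 columns were used. The unit was checked against Table S2: differences of mean log2 intensity gave its fold changes to within 0.133%.

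Values were transformed to log2 without a further filter. limma 3.58.1 in R 4.3.3 was fitted with 1 mean per group to the 24 arrays (16 residual and 4.22 prior degrees of freedom), and p values were adjusted by the Benjamini-Hochberg method within each comparison. A probe set was called at an adjusted p under 0.05 and a fold change of at least 2. The 12 comparisons were low P against normal P in each accession and tissue, CD against YH in each tissue and P level, and roots against leaves in each accession and P level. Differences of responses were tested by 4 interaction terms. Marked genes had a difference over 4-fold in low P with no call in normal P, or opposite calls in both. The paper asks for a difference under 2-fold in normal P in place of no call, which was run as an alternative, so some genes marked here exceed 2-fold in normal P. With 3 arrays per group the smallest exact two-sided p is 0.1, so single comparisons rest on the variance that limma pools over genes. The number of arrays limits the precision. The depth of signal was judged by leaving out the 33.3% of probe sets with the lowest mean, which keeps 50660.

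Named genes were chosen by a rule set before the data were examined, although Table S2 and Table S3 of the paper had been seen. It names every gene the paper names that can be paired with a probe set and the 10 largest changes in each direction per low P comparison. It also names the 5 largest in each direction among the marked genes and up to 4 members of each described list with the smallest p. Probe sets with several symbols or none are given by ID. The planned lists by gene description could not be used, since the annotation holds symbols only. In their place 31 lists by symbol were written after the annotation was seen and before any comparison was computed. They were tested with camera (preset correlation 0.01), with an estimated correlation and with fry, and for enrichment among called genes with Fisher's exact test over the 32405 probe sets with 1 symbol.

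The replicate numbers of 2 groups were taken as pairs only where all 3 same-number correlations of deviations exceeded 0.1, which held in 5 of 12 comparisons. The alternatives set before the data were examined were quantile normalization, median centring, leaving out the dimmest probe sets, a separate fit per comparison, SAM (20 label permutations, q of 5%), a replicate block, no fold threshold, an adjusted p under 0.01, a fold under 2 in normal P and leaving out each array in turn. A replicate block shared over all 24 arrays and the use of replicates 2 and 3 alone were added after the data were seen. Where an array is left out, 2 arrays remain in its group and the variance is pooled over the groups. SAM was written for this purpose and not taken from a package.

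The pipeline was tested on simulated data: 200 changes were added to CD root arrays, 50 of each size. limma recovered 45, 48, 50 and 50 of 50 at log2 changes of 1.5, 2, 3 and -2, with 4 unchanged probe sets called. SAM recovered 42, 47, 50 and 49, with 6 unchanged ones called. The simulated noise was independent between arrays and of equal size in all groups. The real arrays depart from that noise, so these counts do not give the accuracy on the real data. GO and KEGG enrichment, RT-qPCR and root morphology were not analysed here, since the term assignments and those measurements are not in the sources used here.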

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

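One choice was made after the results were seen: a value had to exceed its spread before it was taken to argue against an explanation of the WRKY or photosynthesis result. In these closing sections the SE of a median or correlation is a jackknife value, from leaving out 1 array at a time. The test of the root share and the 32 regroupings that part same-number pairs were also chosen then, and the other tests were set before.

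The response to low P differed between CD and YH for 120 probe sets in roots and 18 in leaves, and between roots and leaves for 92 in CD and 6 in YH, each by an interaction term. Chance cannot be excluded for any of these counts. In roots, 5 of 100 drawn regroupings of the arrays called as many probe sets as the real one, with a highest other of 169, and the 4 others kept the real grouping of CD roots. Replicate numbers pair in the roots of both accessions, and of the 32 regroupings that part all same-number pairs 2 called as many, with a highest other of 142. All that regrouped CD roots called 0, and the 7 others that kept CD roots called 71 to 142, so the count follows the grouping of CD roots. In leaves it was 19 of 100, with a highest other of 1548. For roots against leaves it was 7 of 100 in CD (highest other 128), where all 6 others kept the real grouping of CD roots, and 14 of 100 in YH (highest other 4479). The highest counts in leaves and in YH are many times the real ones and point to a structure of the leaf arrays of YH.

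Among gene lists, 10 responded differently in roots of CD and YH and 4 in leaves, by camera. None of these holds with an estimated correlation (0 of each). As many lists passed in 7 of 100 regroupings in roots (highest other 13), or 7 of the 32 that part pairs (highest other 15), and 40 of 100 in leaves (highest other 12), so chance cannot be excluded.

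For low P against normal P within 1 group the 6 arrays allow 10 splits, too few for a share under 0.05. In CD roots the real split called 319 probe sets (1 of 10 splits as large) and the highest other 4, with 12 lists against 6. Among splits that part all pairs of same-number replicates, the highest other called 0. In YH roots it called 1 (4 of 10 as large) and the highest other 17, or 1 among the splits that part all pairs, with 5 lists (3 of 10) against 7. In CD leaves it called 3 (5 of 10) and the highest other 68, with 0 lists (10 of 10) against 11. In YH leaves it called 81 (2 of 10) and 1044 in the split that puts low P replicates 1 and 2 with normal P replicate 1, with 5 lists (1 of 10) against 3. The count of 1044 is several times the real one and points to a structure of the YH leaf arrays other than P. Between accessions the real counts were 2288, 2576, 6250 and 5255 and the highest others 0, 2, 82 and 4, for roots in normal and low P and leaves in normal and low P. Between tissues they were 11167, 11964, 12838 and 12691 against 3, 0, 0 and 0.

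The 55 WRKY factors were lower in low P in YH leaves, which the paper does not discuss (median log2 fold change -0.257, 42 of 55 lower). Without YH leaf replicate 2 in normal P, where their mean was highest (4.53), the median was -0.161. Set against the spread of the median from all arrays (SE 0.147), this does not decide whether that array is the source. The same array stood apart in leaf transcripts: the 200 probe sets with the highest leaves/roots fold in CD had a mean of 6.66 there. That mean was 7.58 and 7.33 in normal P replicates 1 and 3 and 7.39 to 7.79 in low P. The 200 probe sets with the highest roots/leaves fold in CD had a median of -0.209 (SE 0.0901), which did not decide by the limits set beforehand. It is a root share of 0.370%, which would give the WRKY factors a median of -0.00643 (SE 0.00365). A share of 16.1% would be needed, at which the 200 probe sets would have changed by -2.98. These values argue against root material in the normal P leaf samples as the whole source. The comparison left out the spread of the WRKY median (SE 0.147), so they do not exclude it. An effect of low P on these stress regulators cannot be told apart from the 1 array.

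The WRKY factors were also lower in YH roots (median -0.0882, 40 of 55 lower, adjusted p = 0.0158; 0.853 with an estimated correlation), but not without YH root replicate 1 or 2 in normal P (0.435 and 0.159) or replicate 2 in low P (0.168), or with quantile normalization (0.0621). In CD roots they were higher (median 0.0567, adjusted p = 0.00266; 0.408 with an estimated correlation), but not without replicate 3 in normal P (0.0663) or replicate 1 in low P (0.0595).

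The 28 photosynthesis genes were higher in low P in YH roots (median log2 fold change 0.198, 24 of 28 higher). Leaf material in the low P roots would raise leaf transcripts in general, but the 200 probe sets with the highest leaves/roots fold in CD had a median of 0.0557 (SE 0.0371). That value lies below the median of the photosynthesis genes by more than its own spread and met the limit set beforehand against leaf material. The comparison left out the spread of the photosynthesis median (SE 0.115). It therefore argues against leaf material as the whole source but does not exclude it. A single array stays open: without YH root replicate 2 in normal P the median was 0.118, against the spread of 0.115 for the median from all arrays. A response of the genes to low P is the biological explanation that the design offers, and it was not tested apart from this.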

How the results depend on the processing

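The replicate block shared over all 24 arrays and the use of replicates 2 and 3 alone were chosen after seeing the data; the other alternatives were set before. Counts within 1.5 times the main value are taken as kept.

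The counts called between CD and YH and between roots and leaves stayed within 1.5 times under every alternative except the 2 on thresholds. An adjusted p under 0.01 was run on the low P counts only. Without a fold threshold, not counted among the values kept below for these comparisons, they exceeded 1.5 times: 4603, 5188, 13739 and 11646 between accessions and 19540, 20657, 24610 and 23173 between tissues. The correlation of the CD and YH responses ranged from -0.056 to 0.019 in roots and from 0.0958 to 0.239 in leaves with 1 array left out, and was 0.0777 in leaves with replicates 2 and 3, so its size, and in roots its sign, depended on single arrays. Of the main values, 38 of 39 were kept with quantile normalization, 39 of 39 with median centring, 35 of 39 without the dimmest probe sets, 20 of 37 in a separate fit, 26 of 31 with SAM, 33 of 36 with a replicate block, 8 of 8 without a fold threshold, 3 of 8 at an adjusted p under 0.01, 6 of 6 with a fold under 2 in normal P, 30 of 35 with the shared block and 28 of 37 with replicates 2 and 3. The cause was not tested for the values that moved, except that a stricter threshold calls fewer by construction.

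In a separate fit CD roots had 60 probe sets higher and 19 lower, CD leaves 1 higher, YH roots 0 lower and YH leaves 0 higher and 1 lower. The interactions gave 54 (roots), 5 (leaves), 50 (CD) and 1 (YH), the P treatment genes 81, the marked genes 246 (CD/YH) and 305 (roots/leaves), the overlaps 30 and 30, the common genes 21 and the list enrichments 1. At an adjusted p under 0.01, CD roots had 163 higher and 46 lower, YH roots 0 lower and YH leaves 4 higher and 20 lower. SAM gave 11 higher in CD leaves, 3 lower in YH roots, 0 higher and 7 lower in YH leaves and 375 marked between roots and leaves. Without the dimmest probe sets, CD leaves had 8 higher, YH leaves 25 higher and 105 lower and the common genes were 24. Quantile normalization gave 5 higher in CD leaves. With replicates as blocks, for comparisons in which replicate numbers pair and for the others alike, CD leaves had 2 lower, YH roots 0 lower and the CD tissue interaction 150. In comparisons whose numbers do not pair, the block called MMP2 in CD leaves (adjusted p = 0.00931) and LOC100775334 between accessions in normal P leaves (0.00835), which would no longer be marked.

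With the shared block CD leaves had 9 higher, YH roots 2 lower, YH leaves 37 higher and 133 lower and the YH tissue interaction 11. With replicates 2 and 3 CD leaves had 5 higher and 13 lower, YH leaves 80 higher and 520 lower, the leaf interaction 103, the YH tissue interaction 27, the P treatment genes 915, the roots/leaves marked genes 332 and their overlap with P treatment 162. Of the 36 list tests past camera, 4 held with an estimated correlation and 6 with fry.

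With 1 array left out, the ranges were 140 to 282 higher and 35 to 96 lower in CD roots, 2 to 8 higher and 0 to 7 lower in CD leaves, 0 to 1 higher and 0 to 4 lower in YH roots and 7 to 196 higher and 25 to 322 lower in YH leaves. The interactions ranged from 71 to 162 in roots, 8 to 54 in leaves, 50 to 143 in CD and 3 to 34 in YH. The P treatment genes ranged from 254 to 839, the overlaps from 53 to 105 and 60 to 148 and the common genes from 32 to 64.

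Of the named genes 0 reversed. A called gene lost its call in 82 of 139 values in a separate fit, 29 of 121 with SAM, 7 of 139 with a replicate block and 202 of 942 with 1 array left out. The same held for 7 of 139 with quantile normalization, 3 of 139 with median centring and 0 of 120 without the dimmest probe sets. Of the lists, 68 of 864 values lost their call with 1 array left out. Of the 36 list tests, 3 lost it with a replicate block, 2 with quantile normalization, 2 without the dimmest probe sets and 0 with median centring. It was 6 with the shared block and 5 with replicates 2 and 3. Intensities near the background limit what could be seen: the lower quartile of log2 intensity was 1.54 to 1.67 on every array, and no measure of background was analysed here.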

Differences from the paper's values

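The paper called genes with SAM, and the counts here come from limma at the paper's 2-fold threshold. The alternatives were set before the data were examined unless stated otherwise.

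In CD roots the paper's count of genes lower in low P is 41 and the count here is 72. SAM and an adjusted p under 0.01 fall within the paper's value, and quantile normalization, median centring, leaving out the dimmest probe sets, a separate fit, a replicate block and no fold threshold do not. In CD leaves the paper's count of genes higher is 11, against 3 here. SAM and leaving out the dimmest probe sets are within it and the other 6 alternatives are not. The shared replicate block, chosen after seeing the values, called 9 and dropped 4 of the paper's 11. The paper's lowest fold of these is 2.32, against 4.405 here, and quantile normalization, leaving out the dimmest probe sets and SAM are within it while median centring, a separate fit and a replicate block are not. In YH roots the paper's count of genes lower is 3 and here 1. SAM is within it and quantile normalization, median centring, leaving out the dimmest probe sets, a separate fit, a replicate block, no fold threshold and an adjusted p under 0.01 are not. The shared replicate block, chosen after seeing the values, called 2 and dropped 1 of the paper's 3.

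In YH leaves the paper has 0 genes higher, against 16 here, with SAM and a separate fit within it, and 7 lower, against 65 here, with only SAM within it. The other alternatives are outside both. The paper's total for YH is 10, against 82 here, with only SAM within it. Its total for leaves is 18, against 84 here, with SAM and an adjusted p under 0.01 within it. The remaining alternatives are outside.

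For CD against YH in leaves the paper has 40 probe sets higher over 4-fold in low P alone, against 18 here (SAM within), 1 higher in low P and lower in normal P, against 3 here (SAM within), and 38 lower over 4-fold, against 15 here (SAM and a separate fit within). For roots against leaves in YH it has 73 lower over 4-fold, against 33 here (a separate fit within). Its marked genes in leaves are 79, against 36 here (SAM within). Every other alternative set beforehand is outside each of these. The counts here ask for no call in normal P, where the paper asks for under 2-fold. Under its rule the marked genes were 124 between accessions and 163 between tissues, against 195 and 253 of the paper.

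With single arrays left out, CD roots lower came within the paper's count without normal P replicate 2 or 3 or low P replicate 1 or 3, CD leaves higher without normal P replicate 2, and YH roots lower without low P replicate 1. The lowest fold in CD leaves did so without normal P replicate 2 or low P replicate 3. For the category counts 3 to 6 of 24 arrays did so: 6 for 40, 4 for 1, 5 for 38, 5 for 73 and 3 for 79. None did for YH leaves or the totals of YH and leaves (0 of 24).

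The paper names 1 gene as lower in the roots of both accessions, Glyma20g33710. The fold changes of its text are in the opposite order to the values here, 0.323 in CD and 0.445 in YH, which are those of its Table S2. In YH roots it was not called here (adjusted p = 0.362), while SAM alone of the alternatives called it. The paper states that MMP2 rose in CD leaves; here its rise of 1.85 was not called (adjusted p = 0.0623), while SAM, the replicate block (0.00931) and leaving out the dimmest probe sets (0.0458) called it, as did the shared block (0.0222), chosen after seeing the values, which dropped 4 of the paper's 11 in CD leaves. In CD roots it was called. The paper lists the ethylene-responsive factor 15-like gene among those with opposite patterns; its difference in normal P was not called here (adjusted p = 0.195), while SAM called it, and 12177426 is the tenth here. The other 9 had opposite calls. The paper describes compact clusters of replicates; here 0 of 8 groups formed a cluster of their own over all probe sets, and over the Table S2 probe sets the CD root arrays separated by P level. Table S2 holds 301 entries in roots, while the paper's text also states 310.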

Other observations

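The tests of mixed root and leaf material and of a batch of its own for replicate 1 were chosen after the result was seen.

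Replicate 1 arrays deviated alike from their group means across the 8 groups. The median correlation of these deviations was 0.408 over 28 pairs of groups, against 0.0777 for replicate 2 and 0.256 for replicate 3, and 22669 probe sets differed for replicate 1 at an adjusted p under 0.05 (17 by 2-fold), against 0 and 2. A difference in the overall signal distribution of the deposited values does not account for this, since the median stayed at 0.371 (SE 0.0345) after quantile normalization. These values were already normalized between arrays, so a further normalization could change little. A difference in signal before that step was not tested and is not excluded. The deviations of roots and leaves correlated at 0.635 (SE 0.0788), where mixing of root and leaf material would make them opposite. This argues against mixing as the main source. A smaller part of mixing under the shared deviation is not excluded. Replicate 1 plants or arrays handled as a batch of their own stay open and untested: deviations correlated over 0.2 in 21 of 28 pairs, but this count restates the pattern and supports no explanation. Culture, extraction and array strip cannot be told apart, and no biological explanation was tested.

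In YH leaves the median within-group SD was 0.238 in normal P and 0.265 in low P, against 0.174 to 0.195 in the other 6 groups. The mean of the root-high probe sets was 2.68, 2.81 and 2.50 in normal P replicates 1 to 3 and 2.38, 2.22 and 2.35 in low P. In CD roots the lists of heat shock factors and proteins (median 0.0891, adjusted p = 0.00266; 0.0946 with an estimated correlation) and NAC factors (median 0.108, adjusted p = 5.07e-04; 0.0946) were higher in low P. The heat shock list did not pass without low P replicate 1 (0.0595).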
